# *De novo* transcriptome sequencing and analysis of *Coccinella septempunctata* L. in non-diapause, diapause and diapause-terminated states to identify diapause-associated genes

**DOI:** 10.1186/s12864-015-2309-3

**Published:** 2015-12-21

**Authors:** Xiaoyang Qi, Lisheng Zhang, Yanhua Han, Xiaoyun Ren, Jian Huang, Hongyin Chen

**Keywords:** *Coccinella septempunctata* L, Diapause, Transcriptome, Fatty acid biosynthesis, Diapause-associated genes

## Abstract

**Background:**

The most common ladybird beetle, *Coccinella septempunctata* L., is an excellent predator of crop pests such as aphids and white flies, and it shows a wide range of adaptability, a large appetite and a high reproductive ability. Diapause research plays an important role in the artificial propagation and shelf-life extension of insect products. Although this lady beetle’s regulatory, physiological and biochemical characteristics in the diapause period are well understood, the molecular mechanism of diapause remains unknown. Therefore, we collected female adults in three different states, i.e., non-diapause, diapause and diapause termination, for transcriptome sequencing.

**Results:**

After transcriptome sequencing using the Illumina HiSeq 2500 platform with pretreatment, a total of 417.6 million clean reads from nine samples were filtered using the program FASTX (version 0.0). Additionally, 106,262 contigs were assembled into 82,820 unigenes with an average length of 921 bp and an N50 of 1,241 bp. All of the unigenes were annotated through BLASTX alignment against the Nr or UniProt database, and 37,872 unigenes were matched. We performed further analysis of these unigenes using the Clusters of Orthologous Groups of proteins (COG), Gene Ontology (GO), and the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. Through pairwise comparisons of the non-diapause (ND), diapause (D), and diapause-terminated (DT) groups, 3,501 and 1,427 differentially expressed genes (DEGs) were identified between D and ND and between DT and D, respectively. Moreover, 443 of the DEGs were specifically expressed during the diapause period (i.e., DEGs that were expressed at the highest or lowest levels during diapause compared with the other stages). GO function and KEGG pathway enrichment were performed on all DEGs and showed that RNA-directed DNA polymerase activity and fatty acid metabolism were significantly affected. Furthermore, eight specific expressed genes were selected for validation using qRT-PCR. Among these eight genes, seven genes were up-regulated, and one gene was down-regulated; the change trends of the eight genes were the same between the qRT-PCR and RNA-seq analysis results.

**Conclusions:**

In this study, a new method for collecting and identifying diapause insects was described. We generated a vast quantity of transcriptome data from *C. septempunctata* L., providing a resource for gene function research. The diapause-associated genes that we identified establish a foundation for future studies on the molecular mechanisms of diapause.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2309-3) contains supplementary material, which is available to authorized users.

## Background

Both larval and adult *Coccinella septempunctata* L., the seven-spot ladybird beetle, are excellent predators of multiple aphid species. This species has been widely utilized as a biocontrol agent against various aphids because of its wide range of adaptability, large appetite, high reproductive ability and ease of mass rearing and has yielded numerous ecological and economic benefits [1–3]. The natural enemies of soybean aphids, such as lady beetles (*Harmonia axyridis* and *C. septempunctata* L.), lacewings (*Chrysoperla carnea*), and true bugs (*Orius insidiosus*), appear to play key roles in regulating aphid populations. Among these insects, *C. septempunctata* L. dominates early in the growing season [4–6]. In Europe, experiments on greenhouse crops, such as tomatoes, cucumbers and sweet peppers, have shown that *C. septempunctata* L. is one of the most important species of coccinellids in controlling aphid populations [2]. Pollution from chemical pesticides can be reduced by using lady beetles to control aphids. After late April or early May, the adults that have survived hibernation begin to spawn [7, 8].

Diapause is a genetic phenomenon in which an insect’s growth is almost terminated in response to one or more specific environmental stimuli and can only be reinitiated by another specific stimulus [9–11]; this is a behavior that allows insects to adapt to the environment. Once insects enter into the diapause state, they grow slowly, showing low metabolism or developmental stagnation for a long period in the absence of a specific stimulus to break diapause. Thus, the resistance of the insects is strengthened. Although these characteristics can make artificial propagation more challenging, they are also used to extend the shelf lives of insects. For example, in a study of the physiological characteristics of diapause in the lady beetle *C. septempunctata* L., the insect’s lifespan was significantly extended during diapause to more than 220 days, whereas the typical lifespan of this insect is approximately 63 days [12]. Numerous studies on diapause have elucidated the mechanisms of environmental regulation, particularly the role of the hormonal system in the occurrence and termination of diapause [13–15]. The diapause process can be divided into three phases: pre-diapause, diapause and post-diapause [16]. During the pre-diapause phase, insects perceive the triggering stimulus from the environment but continue to develop. Research on diapause induction in *Bombyx mori* has shown that rearing conditions of 25 °C with a 14-h light/10-h dark cycle can induce diapause [16, 17]. The external direct development of individual form (morphogenesis) begins to gradually slow and eventually ceases during diapause. Finally, during post-diapause, the insects immediately resume development when advantageous environmental conditions arise [18]. Many aspects of the physiological and ecological control of diapause are understood, but the molecular mechanism of diapause remains unclear [19, 20]. In recent decades, diapause research on various insects has been performed [21–23]. Some candidate genes have been found to play significant roles in the process of diapause. For example, a *de novo* transcriptome analysis of the Asian tiger mosquito, *Aedes albopictus* (Skuse), identified several genes, such as receptor for activated C kinase (*rack1*), ecdysone inducible protein L2 (*eip*) and G-protein coupled receptor (*gpcr*), that potentially play complex roles in diapause preparation [22]. In *Culex pipiens*, FOXO (forkhead box protein O) was found to play crucial roles in two characters during diapause: fat hypertrophy and extended lifespan [24]. There has been extensive research on *B. mori* diapause, and the diapause hormone was discovered and named in this species [25–27]. Analogs of this hormone have been found in *Heliothis virescens* and *Helicoverpa armigera* [28, 29], but their function contrasts with that of *B. mori* by ending diapause rather than inducing it. Among ladybugs, comprehensive research on diapause has primarily been conducted on adults of species such as *Harmonia axyridis* [30, 31] and *Exochomus quadripustulatus*. Some ladybugs show geographic diversity in diapause. *Coccinella septempunctata* L. exhibits summer diapause in Greece and winter diapause in central Western Europe [32, 33]. Studies on *C. septempunctata* L. in Beijing have revealed the occurrence of winter diapause, with the highest proportion of diapause occurring under rearing conditions of 18 ± 1 °C with a 10:14 (L:D) h photoperiod [30]. The physiological and ecological controls of diapause are known [6, 34], and the differential expressions of diapause-related proteins in *C. septempunctata* L*.* have been studied in our laboratory [35], whereas the molecular bases of diapause remain unclear. Recently, next-generation sequencing technology has greatly promoted the development of insect transcriptomics, especially for insects without reference genome sequences [36–38].

Next-generation sequencing technology (NGS), also known as high-throughput sequencing technology, collects massive amounts of sequence data in a single run [39, 40]. The emergence of NGS has greatly promoted the study of insect transcriptomes. To date, the transcriptomes of 68 species from 7 insect orders have been sequenced [41–43], and the transcriptome and expression profile data of some lady beetles such as *Cryptolaemus montrouzieri* Mulsant and *Propylaea japonica* (Thunberg) have been analyzed [44, 45]. For organisms without reference genomes, *de novo* transcriptome sequencing can not only produce genetic information for the species but also be used to predict possible non-coding RNA [46, 47]. Transcriptome sequencing of insect samples obtained under different growing conditions or from different habitats or species not only generates functional gene information and reveals differentially expressed genes but also provides the abundance of expressed transcripts, the loci where transcription occurs, transcript SNPs and other important information [48–51]. We conducted research on diapause in *C. septempunctata* L. based on the results of other insect studies [52].

In this study, we used RNA sequencing to identify differentially expressed genes related to diapause by comparing non-diapause, diapause, and diapause-terminated groups; a total of 461 diapause-associated genes (DGs) were identified (i.e., DEGs that were expressed at the highest or lowest levels during diapause compared with the other stages). To verify the precision of the transcriptome results, we selected 8 DGs via quantitative real-time PCR (qRT-PCR): sorbitol dehydrogenase (*sdh*), glycogen phosphorylase (*gp*), toll-like receptor 2 (*tlr2*), serine protease (*sp*), juvenile hormone epoxide hydrolase (*jheh*), acetyl-CoA carboxylase (*acc*), trehalase (*tre*) and an uncharacterized protein, *LOC100142139*. These DGs were specifically expressed in diapause and play important roles in energetic metabolism, immune defense, hormone regulation, and other functions. We discuss the molecular functions and regulatory mechanism of the DGs relative to those from other insects in this manuscript. Some significant pathways, such as the insulin/FOXO signaling pathway and the cell cycle, were also analyzed. The transcriptome results for *C. septempunctata* L. enrich the available information on insect diapause and provide an improved method for collecting and identifying insects in diapause.

## Results and discussion

### Results

#### Experimental insects in diapause

In adult insects, the most obvious and easily recorded feature of diapause is that reproduction is inhibited. Current research indicates that adult diapause can be reflected by specific indices, such as the time of pre-spawning, the developmental process of the ovary and ova, reproductive activity, and body surface features [53, 54]. In Hokkaido, Japan, it was found that the ovarian development of adult *C. septempunctata* L. females nearly ceases and that the eggs in the ovary are immature. Moreover, egg cell development is inhibited, and the developmental stages usually do not exceed the period of yolk formation [55]. A study from our laboratory examining the preliminary ecology of *C. septempunctata* L. in Beijing, China, showed that diapause occurred in adult *C. septempunctata* L. We further found that the adult diapause rate was highest when the temperature and photoperiod conditions were 18 °C and 10:14 h (L:D), respectively, and that the female ovary was transparent, ovarioles showing yolk deposition were absent, and the egg tubules were not obviously differentiated under these conditions [56]. Therefore, in the present study, all of the experimental insects in diapause were reared under a normal developmental temperature of 24 °C, a photoperiod of 16:8 h (L: D) and an RH of 70 ± 10 % until emergence (Fig. 1). After emergence, the insects were immediately transferred to another artificial climate box with a temperature and photoperiod of 18 °C and 10:14 h (L: D), respectively, and 2 female and 2 male insects were bred in one plastic cup for 30 days. Then, one insect was randomly selected for dissection to observe ovary development; the other female adult insect was identified as a diapausing individual because the ovary was undeveloped.

**Fig. 1:**
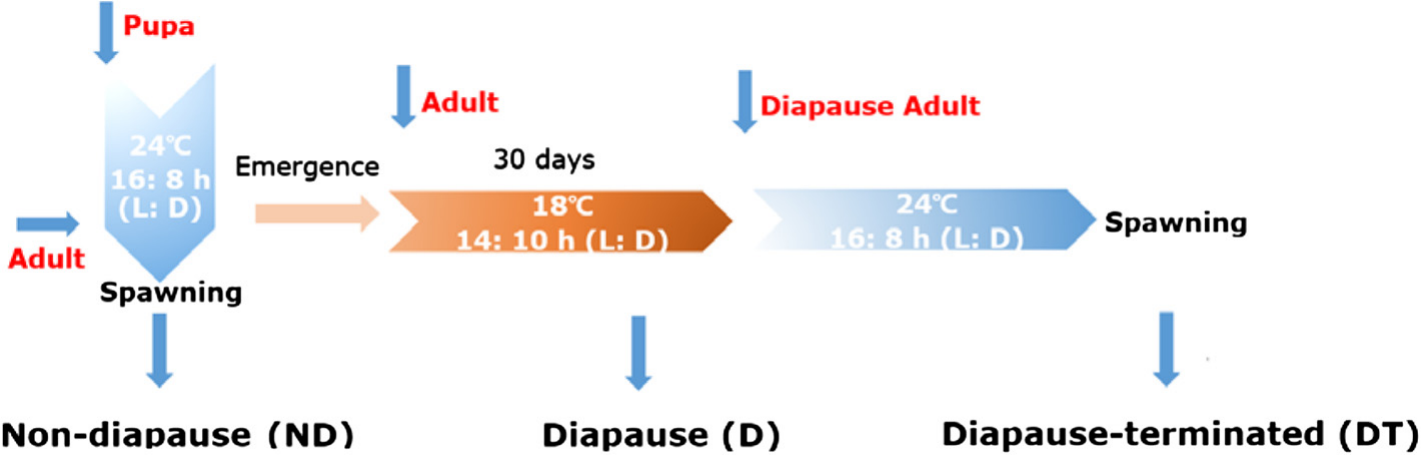
Schema of sampling for transcriptome sequencing. All the insects are reared at 24 °C with long-day from egg to pupa and emergence for sampling

### Illumina sequencing and *de novo* assembly

According to the data obtained through sequencing using the Illumina HiSeq 2500 platform, we performed routine transcriptome analysis on adult female *C. septempunctata* L. in different developmental stages: non-diapause, diapause, and diapause-terminated. With three biological replicates of three samples, the 9 libraries yielded 453,401,612 raw reads, comprising 154,790,202, 145,249,536 and 153,361,874 reads for the non-diapause (ND), diapause (D) and diapause-terminated (DT) groups, respectively (Table 1). 

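RNA of adult females was sequenced in 3 libraries per state. ND females were reared at 24 ± 1 °C and 70 ± 10% relative humidity with 16 h of light and 8 h of darkness and were collected after their first oviposition. D females were kept at 18 ± 1 °C with 10 h of light and 14 h of darkness for 30 days. DT females were returned from these conditions to the ND conditions and were collected after their first oviposition. For each library, the authors deposited 1 RPKM value (mapped reads scaled by unigene length and by the mapped reads of the library) for each unigene, calculated on the unigenes that they assembled from the reads of all libraries. The paper's text does not name the program that mapped the reads to the unigenes.

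RPKM multiplied by unigene length was a whole multiple of a single step in each library, so the number of reads behind the values could be worked back. The replicates 1, 2 and 3 had 40254044, 35752642 and 42461030 mapped reads in ND, 28081255, 33352547 and 45440279 in D, and 44250386, 36552828 and 33766711 in DT. The sum over each state was 76.5% (ND), 73.6% (D) and 74.7% (DT) of the raw reads given by the paper, and the RPKM values use the mapped reads. In the smallest library 1 read on a unigene of 1 kb is worth 0.0356 RPKM, and in the largest it is worth 0.0220 RPKM. No further scaling between libraries was applied in the main comparisons, and values were compared as log2(RPKM + 1) over the 31239 unigenes with a mean RPKM of at least 1.

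Over these 31239 unigenes, which are not independent replicates, Pearson's r was calculated for all 36 pairs of libraries. Among the 8 libraries other than ND replicate 1, r was between 0.756 and 0.991. The library labelled ND replicate 1 had an r between -0.146 and 0.00574 with the other 8. In it, 86.0% of the reads fell on 24250 unigenes that had at least 90% of their RPKM, summed over the 9 libraries, in that library, and these unigenes took at most 0.177% of the reads of any other library. The highest r joined the libraries labelled ND replicate 2 and D replicate 2, whereas D replicate 2 had an r of 0.791 with D replicate 1 and 0.866 with D replicate 3. For unigenes with at least 20 and fewer than 200 reads in a pair of libraries, the median chi-square of ND replicate 2 and D replicate 2 was 1.76 times that of sampling noise. The next lowest of the 36 pairs was at 3.72, 2 simulated draws from a single library were at 0.976 and 2 with a spread of 30% added to 1 of them were at 2.37. The pair thus differed by more than the sampling noise and by less than that added spread. All 9 libraries were kept under their labels.

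**Figure D1:**
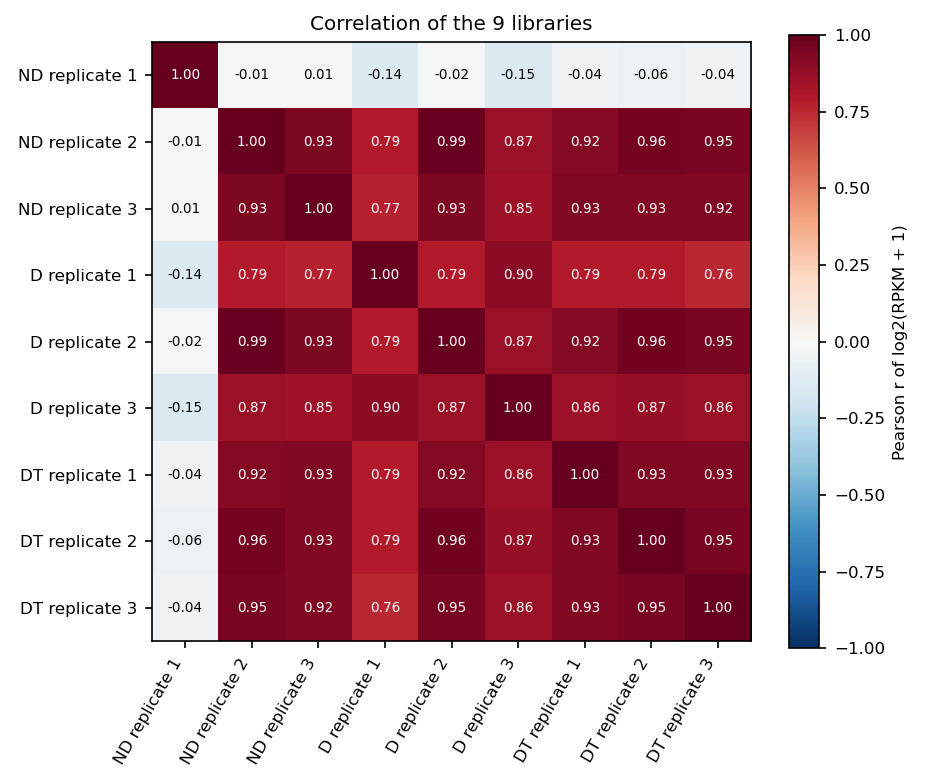
Pearson's r of log2(RPKM + 1) between the 9 libraries over 31239 unigenes, with the value printed in each square. ND replicate 1 lies between -0.146 and 0.00574 with every other library, and the pair of ND replicate 2 and D replicate 2 has the highest r, 0.991.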

After adaptor trimming and quality filtering, a total of 417,628,298 clean reads were filtered, and 106,262 contigs were assembled using CLC Genomics Workbench (version 6.0.4), with a mean length of 713 bp (Table 1). After the assembly of one or more contigs, 82,820 unigenes were generated with an average length of 921 bp (Additional file 1). 

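Each of the 3 deposited lists held the same 82820 unigenes. Unigene lengths were worked back as the smallest length at which all RPKM values of a unigene correspond to whole numbers of reads. This gave the listed length for 97.7% of the unigenes whose length was read from Additional file 1, and it recovered 99.9% of the lengths of 2981 simulated unigenes. For 79180 unigenes the length found was at least 300 bp, the shortest length listed. The others were given the smallest multiple of at least 300 bp, which can be shorter than the true length. The worked-back lengths had a mean of 906 bp, a median of 569 bp and an N50 of 1232 bp. The 24250 unigenes with most of their RPKM in ND replicate 1 were 29.3% of the assembly.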

The lengths of the assembled unigenes were primarily in the range of 200–1,000 bp (approximately 72.67 % of the total unigenes were in this range), with most unigenes falling between 401 bp and 600 bp and some exceeding 2000 bp (Fig. 2). 

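In the worked-back lengths, 73.5% of the unigenes were at most 1000 bp long. The class of 401 to 600 bp was the largest, with 25419 unigenes (30.7%), followed by 18508 unigenes (22.3%) of at most 400 bp and 10668 unigenes (12.9%) of 601 to 800 bp. A further 7286 unigenes (8.80%) were longer than 2000 bp.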

The results of open reading frame (ORF) prediction demonstrated that 38,488 of 82,820 unigenes contained one or more ORFs.

**Table 1:** Summary statistics from Illumina sequencing of the *C. septempunctata* L. transcriptome

Sequencing	
Total number of reads	453,401,612
Number of clean reads	417,628,298
Number of contigs	106,262
Total length of contigs (bp)	75,724,113
Contig N50	929
Average length of contigs (bp)	713
Number of primary unigenes	84,291
Number of final unigenes	82,820
Total length of final unigenes (bp)	76,279,917
Final unigene N50	1,241
Average length of final unigene (bp)	921
GC percentage (%)	42. 4
N percentage (%)	1. 2
Annotation	
Unigene annotations against Nr	35,115
Unigene annotations against UniProt	37,415
Total number of Unigene annotations	37,872
Functional classifying and pathway mapping	
Unigene annotations against KEGG	18,286
Unigene annotations against GO	112,402
Unigene annotations against COG	100,308

**Fig. 2:**
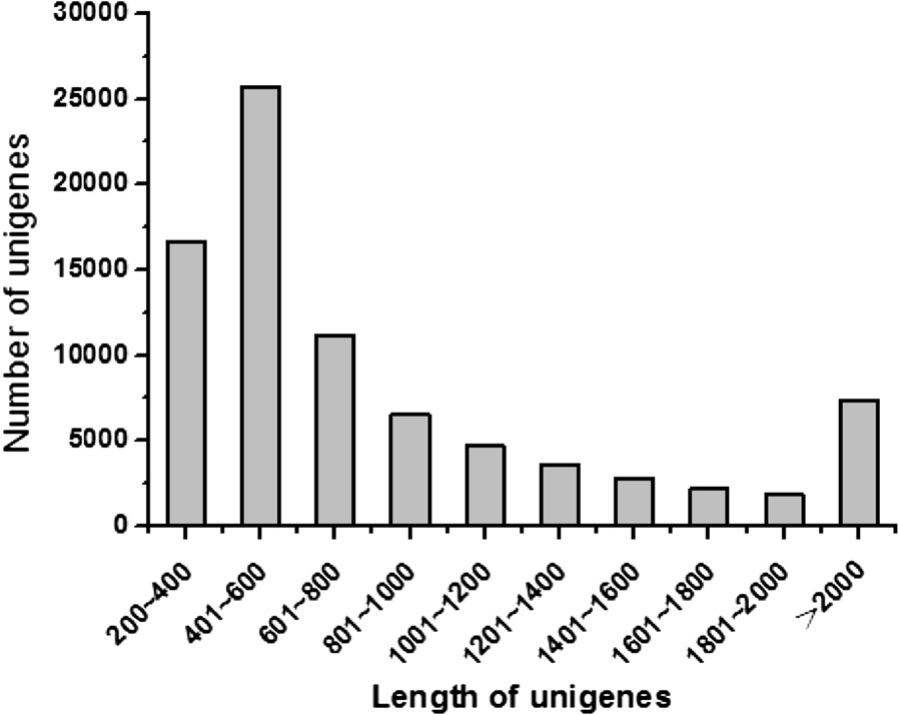
Length distribution of unigenes. A total of 82,820 unigenes were assembled. The x-axis represents the length, and the y-axis represents the number of unigenes

### Annotation of unigenes

When the unigenes were annotated according to the UniProt and Nr databases using BLASTX, 37,872 of 82,820 unigenes were annotated (approximately 45.70 % of all of the unigenes), and 37,415 contigs were filtered with a cutoff e-value of 1e-5, among which 46.2 % of the homologous sequences showed values below 1e-50 (Fig. 3a). Because the genome sequence of *C. septempunctata* L. has not been reported, sequence alignment of the experimental unigenes was performed using the known genomes of other species. 

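In the part of Additional file 1 that was read, 943 unigenes matched a UniProt entry and 900 an Nr entry. The beetle genus *Tribolium* held 287 of the UniProt matches (30.4%), the aphid genus *Acyrthosiphon* 76 (8.06%), the beetle genera *Anoplophora* 62 (6.57%) and *Dendroctonus* 61 (6.47%), and the amoeba genus *Acanthamoeba* 39 (4.14%). The matched genera differed in where their unigenes were expressed. Of the 39 unigenes matched to *Acanthamoeba*, 32 had at least 90% of their summed RPKM in ND replicate 1, as did 19 of 26 matched to *Dictyostelium*, 14 of 23 matched to *Amblyomma*, 14 of 17 matched to *Capsaspora* and 13 of 14 matched to *Polysphondylium*. Among unigenes with an Nr match, insects were the best match for 31.1% of the 225 with at least 90% of their RPKM in ND replicate 1 and for 89.9% of the remaining 675. Unigenes whose Nr match was a beetle took 12.8% of the reads on the listed unigenes in ND replicate 1 and between 59.4% and 63.1% in the other 8 libraries, and unigenes matched to species other than insects took 46.5% and between 1.51% and 15.8%, respectively. From ND to D, the median log2 change of the 338 beetle-matched unigenes with a mean RPKM of at least 1 was 0.99 (percentile 78.7 among 10000 random lists of the same size matched on mean RPKM), and that of the 62 unigenes matched to species other than insects was -1.31 (percentile 0), which became 0.0172 without ND replicate 1. For 13 aphid-matched unigenes it was 0.60 (percentile 39.9). When RPKM was rescaled by the median ratio, the beetle value moved to -0.17. From D to DT the same beetle-matched unigenes changed by 0.17 and the aphid-matched unigenes by -0.36 (median log2).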

In the species distribution, the top matches were obtained for *Tribolium castaneum*, with 10,655 sequences (28.5 %), followed by *Acyrthosiphon pisum* (9.03 %), *Anoplophora glabripennis* (7.07 %), *Dendroctonus ponderosae* (6.71 %), *Acanthamoeba castellanii* str. Neff*.* (3.01 %) and other species (45.68 %) (Fig. 3b).

**Fig. 3:**
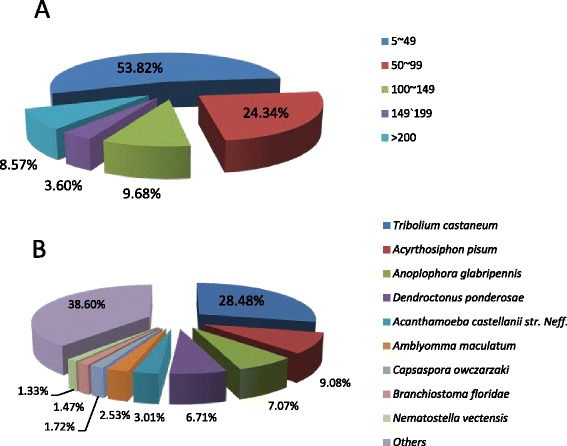
Homology searches of Illumina sequences against the UniProt and Nr database. **a** E-value distribution. The filtering conditions for the unigenes matched against the UniProt and the Nr databases were set to a cut-off value of 1e-5. The range of 5–10 represents 1e-5-1e-10. **b** Species distribution of BLASTX hits. The species were determined based on the highest score in the Bx results

To further analyze the integrity of the libraries and the effectiveness of the annotation process, COG functional classification was performed on the unigene alignment with the CDD database [57] using the rpstBlastn program; 32,350 unigenes were annotated to 25 COG categories (Fig. 4). The largest group in the cluster was “signal transduction mechanisms”, with 19,785 unigenes; followed by “RNA processing and modification”, with 18,209 unigenes; “cytoskeleton”, with 16,201 unigenes; “general function prediction only”, with 12,382 unigenes; and “posttranslational modification, protein turnover, chaperones”, with 7,688 unigenes. These results demonstrated that signaling transduction mechanisms were the most important in adult female *C. septempunctata* L.. Gene Ontology (GO) is an international standardization of the gene functional classification system. Improvement of the biological annotation of genes contributed to the development of GO classification, and the three-class system (biological processes, molecular functions, and cellular components) plays a key role in the bioinformatics annotation process. In this experiment, biological processes, molecular functions, and cellular components were associated with 20,990 unigenes, 22,866 unigenes, and 9,961 unigenes, respectively (Additional file 2). Among biological processes, metabolic processes (29.26 %) and cellular processes (24.38 %) were the most abundant groups, whereas immune system processes (0.02 %), growth (0.05 %) and locomotion (0.06 %) were the least abundant groups (Fig. 5a). In terms of molecular functions, binding (45.29 %) and catalytic activity (40.91 %) accounted for the majority of unigenes in the unigene classification, whereas protein tags (near 0.00 %), metallochaperone activity (0.01 %), and nutrient reservoir activity (0.02 %) were the least abundant categories (Fig. 5b). Among the cellular components, the cell (20.78 %) and cell part (20.78 %) categories were the most abundant, followed by the organelle (14.82 %) and membrane (14.49 %) categories, whereas extracellular matrix (0.03 %) and collagen (0.07 %) were the least abundant categories (Fig. 5c).

**Fig. 4:**
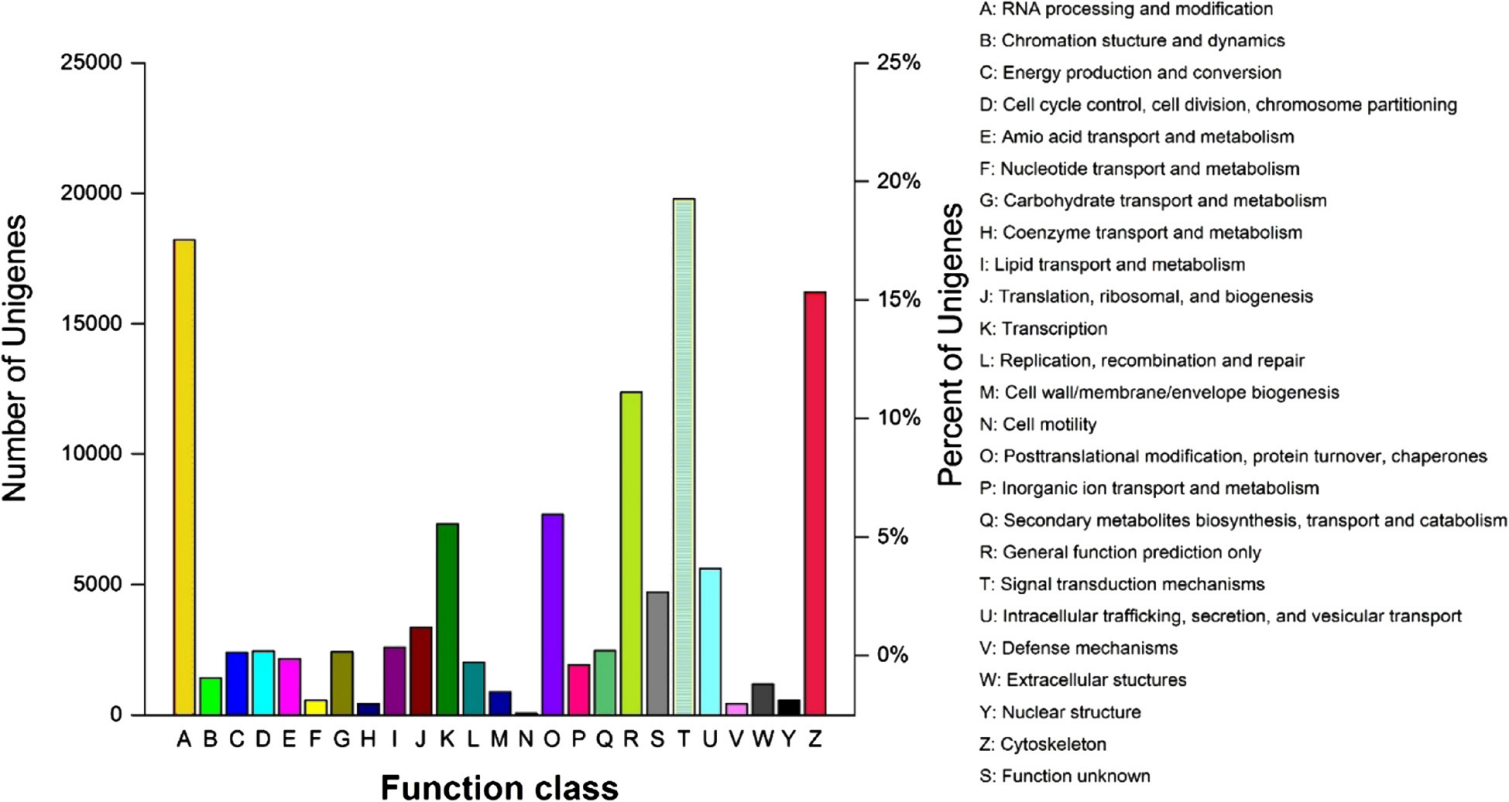
Clusters of Orthologous Groups (COG) functional categories in the *C. septempunctata* L*.* transcriptome. A total of 32,350 unigenes were annotated into 25 categories. The left y-axis represented number of unigenes, and right y-axis represented percent of unigenes

**Fig. 5:**
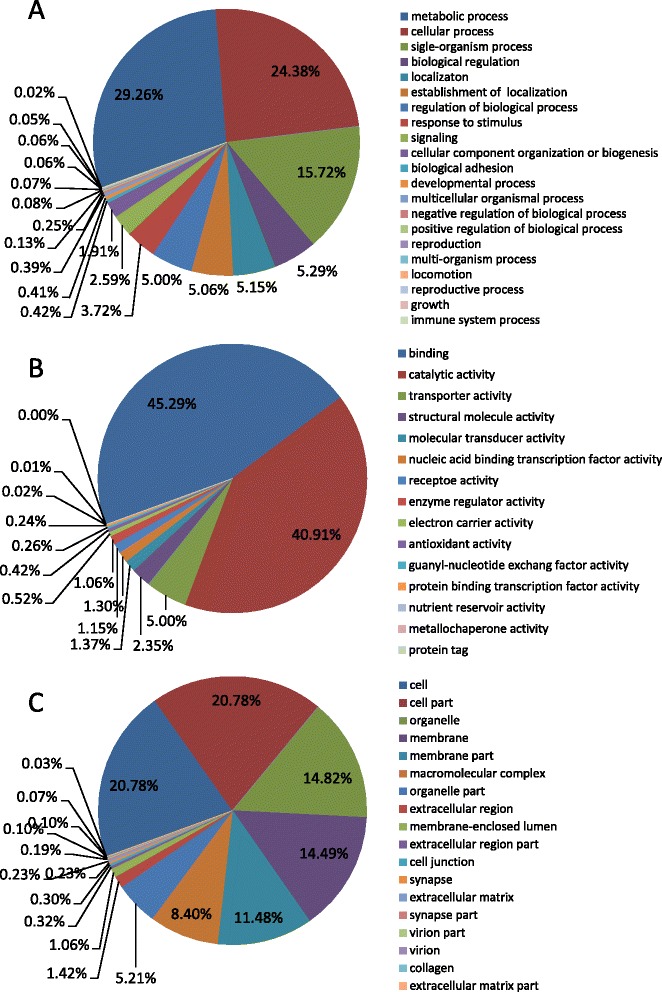
Gene ontology (GO) classifications for the *C. s*eptempunctata L. transcriptome. In the graph, **a**, **b**, and **c** represent biological processes, molecular functions, and cellular components, respectively

When the biologically complex activity of genes was examined using KEGG, 11,949 unigenes were mapped to 308 pathways based on matching with the KAAS (KEGG Automatic Annotation Server). Among these pathways, metabolic pathways, biosynthesis of secondary metabolites, and microbial metabolism in diverse environments were the most represented, with 3,800 unigenes, 1,600 unigenes, 1,217 unigenes, respectively. We identified the areas of interest to further analyze these annotations, providing a valuable resource for elucidating functional genes in adult female *C. septempunctata* L..

### Analysis of gene expression profiles

To identify significant expression changes in genes, we conducted a differential expression analysis of unigene expression through pairwise comparisons of the three different conditions, non-diapause, diapause, and diapause terminated, and the DEGs were filtered using an FDR (false discovery rate) ≤0.05 and a fold change ≥2. 

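Differential expression was tested with limma (lmFit and eBayes) on log2(RPKM + 1) in a single model of all 9 libraries for the 31239 unigenes with a mean RPKM of at least 1, with Benjamini-Hochberg adjustment. At an adjusted p of at most 0.05 and a change of at least 2-fold, 0 unigenes differed between D and ND, 0 between DT and D, and 0 between DT and ND. At an unadjusted p under 0.05 there were 4569, 787 and 1251 unigenes, respectively. The smallest limma adjusted p was 0.338 for D against ND, 0.0797 for DT against D and 0.0724 for DT against ND. With the replicate number as a block, 151, 105 and 61 unigenes passed. As a check of this pairing, the deviations of libraries from their state means had a mean correlation of 0.10 over the 9 pairs with the same replicate number, the highest of the 36 ways to number the replicates within states (exact one-sided permutation p = 0.0278). The fit with the block gave each unigene named here the same standard error of 0.85 on the log2 scale. Its p-values therefore do not reflect the spread of the single unigene between libraries. Adding a mean-variance trend to the block was a setting chosen after seeing the data. It gave the highest numbers among the fits that kept all 9 libraries, 388, 176 and 157.

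By log2 change, the largest rises from ND to D were those of Contig40077 and Contig2403 and the largest falls those of Contig914 and Contig794. From D to DT, Contig914 and Contig794 rose most, and Contig40077 and Contig35989 fell most. Contig40077 had an RPKM of 4.07 ± 3.95 in ND, 612 ± 526 in D and 0.820 ± 0.878 in DT (mean ± SD, n = 3), with 968, 7.45 and 860 in D replicates 1, 2 and 3. The RPKM of Contig914 was 873 ± 699 in ND, 532 ± 920 in D and 1732 ± 646 in DT, with 1.64, 1594 and 0.0350 in the 3 D replicates. In both unigenes D replicate 2 was near ND replicate 2, which had 8.40 and 1597 RPKM. Contig35989 had 2.70 ± 2.25, 169.5 ± 161 and 0.472 ± 0.223 RPKM in ND, D and DT, with 324, 3.82 and 180 in the D replicates. The limma adjusted p of D against ND was 0.338 for each of the 5 unigenes. With the replicate number as a block it was 1.79e-06 for Contig40077, 0.000448 for Contig2403, 0.000465 for Contig35989 and 5.01e-06 for Contig914 and Contig794. The block fit gave all 5 the same standard error of 0.85. Without the block it was 1.324, 1.285, 1.172, 1.795 and 1.714 in the same order. The small block values thus leave out each unigene's own spread and do not show that pairing separates the states. For DT against D, the adjusted p was 1 for Contig914 and Contig794, 0.856 for Contig40077 and 0.961 for Contig35989, and with the block it was 7.76e-11, 1.23e-10, 3.54e-11 and 3.52e-07 for Contig914, Contig794, Contig40077 and Contig35989. These block values rest on the same shared standard error of 0.85 and so also leave out each unigene's own spread.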

Because of the slow pace at which physiological activities and growth occur during the diapause stage, most genes were silent; however, the expression of some genes remained up-regulated. 

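Of the 31239 unigenes with a mean RPKM of at least 1, 42.5% had a higher mean RPKM in D than in both ND and DT, and 12.7% had a lower one. Compared within each replicate number, the share of unigenes higher in D was 43.5%, 14.5% and 49.6% in replicates 1, 2 and 3 and the share lower in D was 7.19%, 21.6% and 20.5%. With RPKM rescaled by the median ratio, which multiplied ND replicate 1 by 7.51, 21.2% were higher and 34.3% lower in D among the 47217 unigenes that then had a mean of at least 1. Of the 16215 unigenes then lower, 28.0% had at least 90% of their summed RPKM in ND replicate 1. Over all 82820 unigenes, the mean RPKM was listed at 0 for 2826 (3.41%) in ND, 12282 (14.8%) in D and 17537 (21.2%) in DT. The number at 0 in single libraries was 18846, 30133 and 30010 in ND replicates 1 to 3, 19733, 29754 and 25958 in D, and 25788, 28447 and 31166 in DT, so the state with the fewest unigenes at 0 includes ND replicate 1. A mean RPKM below 1 was found for 49210 unigenes (59.4%) in ND, 53548 (64.7%) in D and 57279 (69.2%) in DT. The median RPKM of all unigenes was 0.617 in ND, 0.343 in D and 0.201 in DT. A value of 0 means that no read was counted at the depth of that library.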

When ND and D were compared, 2,125 up- and 1,376 down-regulated unigenes were revealed, and 749 up- and 678 down-regulated unigenes were detected between D and DT. 

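The paper's rule was retraced with a two-sided Fisher test on the mean RPKM of each state rounded to whole numbers, against the summed RPKM of the state, with Benjamini-Hochberg adjustment over all unigenes, an FDR of at most 0.05 and an RPKM ratio of at least 2. This test compares the pooled values of the libraries and takes no account of the spread between replicates. It gave 2237 unigenes higher and 1899 lower in D than in ND, 754 higher and 695 lower in DT than in D, and 1313 higher and 1668 lower in DT than in ND. Of the unigenes higher in D than in ND, 1183 (52.9%) were higher in all 3 D libraries than in all 3 ND libraries. Of those lower in D, 43 (2.26%) were lower in all 3 D libraries than in all 3 ND libraries, and 1824 (96.1%) had at least 90% of their summed RPKM in ND replicate 1. Between D and DT, complete separation of the 6 libraries held for 593 (78.6%) of the unigenes that rose and 94 (13.5%) of those that fell. The result moved most when the Fisher test was run on the worked-back reads in place of RPKM, with 30567 unigenes higher and 28461 lower in D than in ND. Without ND replicate 1, 1256 unigenes were higher and 201 lower in D.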

To filter the DEGs related to diapause, we examined the unigenes showing higher or lower expression levels in D compared with ND and DT. A total of 443 up- and 18 down-regulated unigenes in the diapause phase were identified based on the annotation results (Fig. 6). 

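Under the retraced rule, 634 unigenes were higher in D than in both ND and DT, and 31 were lower. The restriction to annotated unigenes was not applied, since annotations were read for only part of the unigenes. In 53 of the 634 unigenes (8.36%), all 3 D libraries lay above all 6 libraries of the other states. For 631 of them (99.5%), the value of D replicate 2 was nearer to ND replicate 2 than to the mean of the other D libraries. None of the 31 unigenes lower in D had all D libraries below the others. Without D replicate 2, 1395 unigenes were higher and 368 lower in D, and without D replicate 1 the numbers were 231 and 21. The paper takes unigenes whose expression in D differed in the same direction from both ND and DT as those related to diapause, and from the annotated ones it derives its list of diapause-associated genes.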

Additionally, the up-regulated DEGs were classified into five categories with 27 terms via KEGG Orthology (KO) (Fig. 7).

**Fig. 6:**
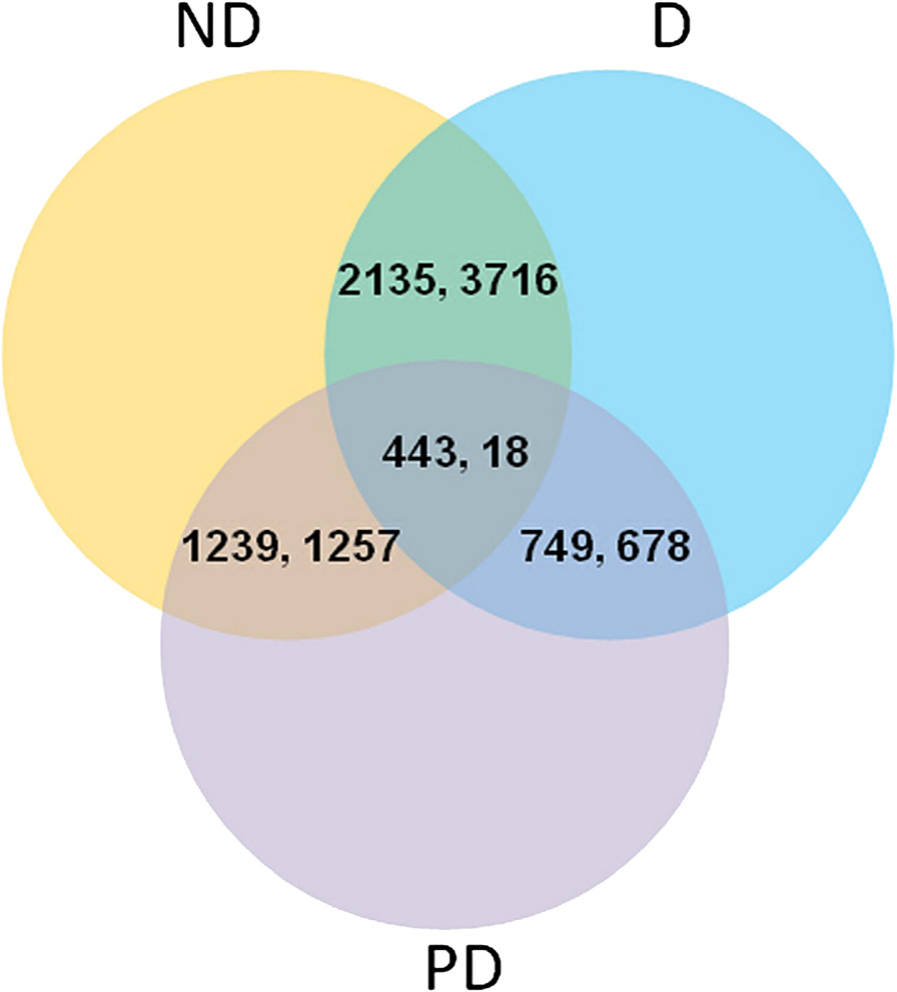
Summary of differentially expressed genes in three libraries identified through pairwise comparisons. The overlapping areas represented the genes we filtered by comparing two or three groups. In each pair of values, the first pair represents the number of up-regulated unigenes, and the second pair represents the number of down-regulated unigenes. ND: non-diapause, D: diapause, DT: diapause-terminated

**Fig. 7:**
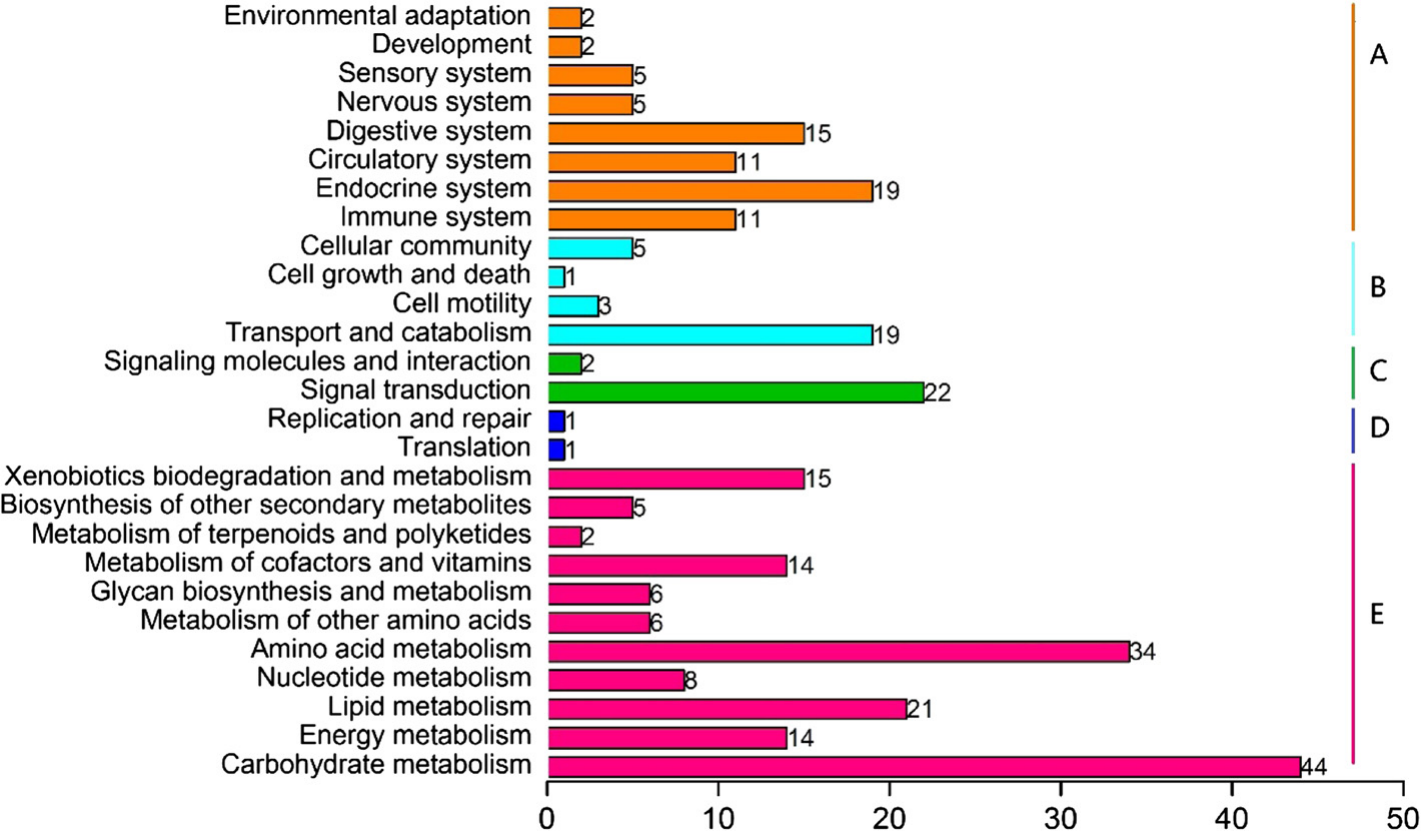
KEGG Orthology (KO) classifications of up-regulated differentially expressed genes (DEGs). 443 DEGs were mapped to five categories; *a*: Organismal Systems; *b*: Cellular Processes; *c*: Environmental Information Processing; *d*: Genetic Information Processing; *e*: Metabolism

### Functional enrichment analysis of differentially expressed genes

To understand the functions of the differentially expressed genes, we compared the GO terms associated with the three different treatments after mapping all of the differentially expressed genes to the GO database. In D/ND and DT/D, 793 GO terms (including 289 biological processes, 421 molecular functions, and 83 cellular components) and 459 GO terms (including 173 biological processes, 240 molecular functions, 46 cellular components), respectively, classified all of the differentially expressed genes. We selected 186 terms as significantly enriched terms for D/ND and 155 such terms for DT/D to further comprehend the function of the differentially expressed genes with a cutoff FDR of 0.05. Moreover, we performed an analysis of significantly enriched pathways using a hypergeometric test, comparing the whole genomic background to detect the significantly enriched pathways of the differentially expressed genes. The results showed that 1,174 differentially expressed unigenes and 350 differentially expressed unigenes mapped with 261 and 233 pathways on D/ND and DT/D, respectively. Among these, 74 pathways and 19 pathways were significantly enriched with the threshold set to an FDR ≤0.05 (Table 2 and Additional file 3) (the threshold for D/ND was decreased to FDR ≤0.001 due to the excess number of significantly enriched pathways; the remaining pathways are listed in Additional file 3). A comprehensive comparative analysis of these significantly enriched pathways showed that fatty acid metabolism was the most significantly enriched pathway.

**Table 2:** significantly enriched KEGG pathways in D vs. ND and DT vs. D

Comparison	KEGG pathway	Up genes	Down genes
D *vs* ND	Fatty acid metabolism	55	8
	Biosynthesis of secondary metabolites	174	74
	Citrate cycle (TCA cycle)	41	7
	Carbon metabolism	78	27
	Pyruvate metabolism	40	13
	Ribosome biogenesis in eukaryotes	0	2
	Glycolysis / Gluconeogenesis	44	18
	Fatty acid biosynthesis	33	5
	Galactose metabolism	27	8
	Cardiac muscle contraction	36	0
	Biosynthesis of amino acids	60	28
	Starch and sucrose metabolism	41	22
	Oxidative phosphorylation	64	8
	Lysosome	48	9
	Carbon fixation in photosynthetic organisms	24	18
	beta-Alanine metabolism	22	8
	Ribosome	127	36
	Carbon fixation pathways in prokaryotes	22	4
	Propanoate metabolism	23	0
	Fatty acid degradation	28	5
	Fructose and mannose metabolism	32	13
	Signaling pathways regulating pluripotency of stem cells	0	2
	One carbon pool by folate	26	2
	Drug metabolism - other enzymes	26	2
	Spliceosome	4	14
	Meiosis - yeast	1	1
	Cell cycle	0	7
	Phagosome	34	17
	Aminoacyl-tRNA biosynthesis	8	4
	Aflatoxin biosynthesis	10	0
	Nucleotide excision repair	0	1
	Ras signaling pathway	3	1
	AMPK signaling pathway	40	10
	Epstein-Barr virus infection	4	12
	Arginine and proline metabolism	25	9
TD *vs* D	Cardiac muscle contraction	0	14
	Drug metabolism - other enzymes	2	11
	Fatty acid metabolism	2	18
	Carbon fixation pathways in prokaryotes	0	11
	Spliceosome	1	0
	Ribosome	3	9
	MicroRNAs in cancer	12	6
	Citrate cycle (TCA cycle)	1	14
	Styrene degradation	0	4
	Vitamin digestion and absorption	2	3
	Tryptophan metabolism	1	9
	Tyrosine metabolism	1	8
	Cutin, suberine and wax biosynthesis	1	5
	One carbon pool by folate	1	9
	Photosynthesis - antenna proteins	0	9
	Fatty acid degradation	1	10
	Insulin signaling pathway	8	10
	Novobiocin biosynthesis	0	2
	Adrenergic signaling in cardiomyocytes	0	13

Note: In D vs. ND, all FDR ≤ 0.001; and in TD vs. D, all FDR ≤ 0.05

### Fatty acid biosynthesis

Adults of *C. septempunctata* L. feed during diapause; however, their food intake is 80 % lower than that of non-diapause adults [36]. Therefore, the accumulation of nutrients is crucial before entry into diapause. Lipids store metabolic reserves of macronutrients, and triacylglycerides are the primary form of storage lipids in insects [58]. One remarkable physiological characteristic of *C. septempunctata* L. in diapause is fat hypertrophy. Furthermore, fatty acids are one of the substrates of triacylglyceride synthesis. In comparisons of the KEGG enrichment pathways identified between D/ND and DT/D, we found that there were many more up-regulated genes than down-regulated genes. Among these pathways, all of the 9 DEGs in the KEGG enrichment pathways identified between DT/D were down-regulated; therefore, we filtered the 9 unigenes (7 fatty acid synthase and 2 long-chain acyl-CoA synthetases) with a fold change ≥2 and an FDR ≤0.05, which were up-regulated at diapause and down-regulated at diapause termination (Additional file 4).

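All 9 unigenes passed the retraced rule in both comparisons. Their RPKM ratio of D to ND was between 2.64 and 5.98, with an FDR from the Fisher test between 2.76e-09 and 0.00153, and that of DT to D was between 0.215 and 0.418, with an FDR between 8.04e-12 and 0.00871. Contig122, a long-chain acyl-CoA synthetase, had an RPKM of 14.0 ± 9.57 in ND, 83.9 ± 62.2 in D and 35.1 ± 24.2 in DT (mean ± SD, n = 3), and its D replicates 1, 2 and 3 were at 145, 20.3 and 86.5. Contig7795, a fatty acid synthase, had 20.0 ± 15.8 in ND, 96.5 ± 91.6 in D and 23.7 ± 9.34 in DT, with 61.6, 27.5 and 200.5 in the D replicates. The median RPKM of the 9 unigenes was 2.36, 21.6 and 22.1 in the 3 ND libraries, 61.6, 20.3 and 124 in the D libraries, and 11.0, 23.4 and 15.4 in the DT libraries. Their median log2 change was 2.12 from ND to D (exact permutation test of the 3 library medians against 3, two-sided p = 0.3) and -1.59 from D to DT (exact permutation p = 0.2), where the smallest p that 3 libraries against 3 allow is 0.1. With each library left out in turn, these changes ranged from 1.12 to 2.74 and from -2.25 to -0.844. The rise from ND to D was 0.80 after rescaling by the median ratio. The change of 2.12 lay at percentile 99.8 of the random lists of 9 unigenes, whose own median was 1.15, and the median of all 31239 unigenes rose by 0.86. Most of the 9 are fatty acid synthases that varied together, such as Contig5526 (35.4, 17.2 and 124 RPKM in D) and Contig9225 (50.3, 19.2 and 169). The random lists draw each unigene separately, so the percentiles of the 9 can overstate how unusual they are. The unigenes were listed by the paper for these changes. The comparison of DT with ND was not used in the listing, but it shares its libraries with those that were and is not free of the selection. It gave a median log2 change of 0.54 (exact permutation p = 0.8), at percentile 0.02 of the random lists, whose own median was 1.38. The change was -0.62 after rescaling by the median ratio, -0.0190 after rescaling by the upper quartile and -0.38 without ND replicate 1.

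**Figure D2:**
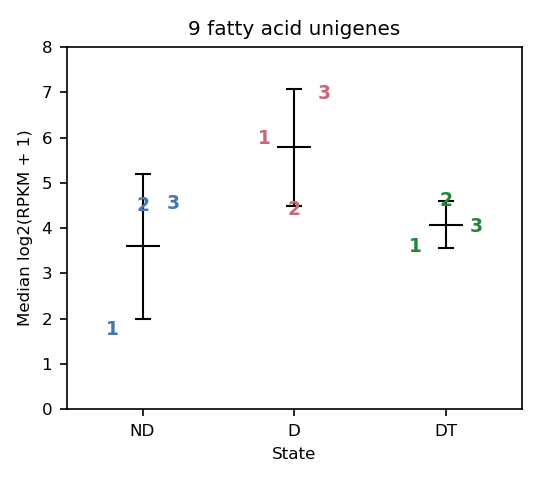
Median log2(RPKM + 1) of the 9 fatty acid unigenes in each library, by state, with digits for the replicate number and a black line and bar for the mean and SD of the 3 libraries. D replicates 1 and 3 lie above all other libraries, while D replicate 2 lies beside ND replicates 2 and 3.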

### Validation of unigenes using qPCR

The 8 DEGs sorbitol dehydrogenase (*sdh*), glycogen phosphorylase (*gp*), toll-like receptor 2 (*tlr2*), serine protease (*sp*), juvenile hormone epoxide hydrolase (*jheh*), acetyl-CoA carboxylase (*acc*), trehalase (*tre*) and the uncharacterized protein *LOC100142139* were validated through quantitative real-time PCR (Additional file 5). The results of all gene validations are shown in Fig. 8. In Fig. 8a, the RPKM values for RNA-seq and the fold changes detected through qRT-PCR are shown in a single chart to facilitate comparison of the differences. Additionally, the change trends of the 8 DEGs at 6 diapause periods (D1, D2, D3, D4, D5 and D6) are shown in Fig. 8b. Peak expression was observed during diapause at 30 or 40 days except for SP. In general, the results of qRT-PCR verified the reliability of the *de novo* transcriptome sequencing of *C. s*eptempunctata L. as the validation results were consistent with transcriptome sequencing regarding the expression level at the three stages.

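In the RNA-seq data, *gp* (Contig6507) had an RPKM of 39.7 ± 28.9 in ND, 112 ± 57.1 in D and 76.2 ± 14.6 in DT (mean ± SD, n = 3). Its ratio of D to ND was 2.82 (Fisher test on RPKM, FDR = 2.62e-05) and that of D to DT was 1.47 (FDR = 1). The RPKM of *acc* (Contig9484) was 6.05 ± 4.73, 28.8 ± 18.6 and 12.1 ± 7.85 in ND, D and DT, with ratios of 4.76 (Fisher FDR = 0.0124) and 2.39 (FDR = 0.577). *LOC100142139* (Contig17855) had 4.77 ± 3.44, 23.1 ± 15.3 and 8.12 ± 2.39, with ratios of 4.84 (Fisher FDR = 0.0422) and 2.85 (FDR = 0.453). In exact two-sided permutation tests of D against ND, p was 0.2 for *gp*, 0.3 for *acc* and 0.2 for *LOC100142139*, and against DT it was 0.5, 0.3 and 0.3. The library labelled D replicate 2 held 55.7, 7.36 and 6.56 RPKM of these unigenes, against 54.4, 7.37 and 7.39 in ND replicate 2. In limma the log2 change from ND to D was 1.82 (SE 0.82), 2.12 (SE 0.86) and 2.04 (SE 0.79) for *gp*, *acc* and *LOC100142139*, each with an adjusted p of 0.338, and the adjusted p of DT against D was 1 for each. With the replicate number as a block, the adjusted p of D against ND was 0.274, 0.224 and 0.235. Paired by replicate number, D was above ND in 3 of 3 pairs for *gp* and in 2 of 3 for *acc* and *LOC100142139*, and 0.25 is the smallest exact p that 3 pairs allow. ND replicate 1, with 86.0% of its reads on unigenes mainly found there, held 6.42, 0.808 and 0.871 RPKM. These were the lowest ND values, so they raised each ratio of D to ND and favoured D in that pair. With each library left out in turn, the lowest ratio of D to ND was 1.98, 3.32 and 3.42 for *gp*, *acc* and *LOC100142139*. The qRT-PCR values were not analysed here.

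**Figure D3:**
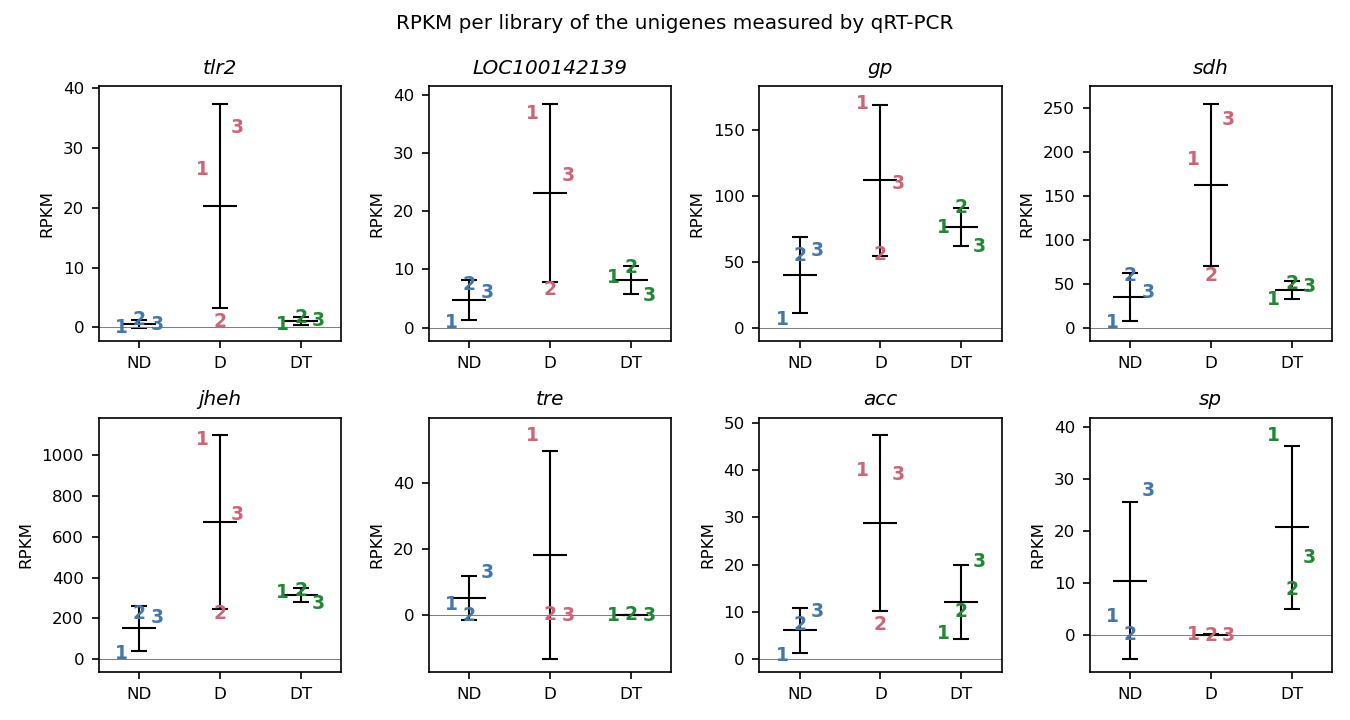
RPKM, in the libraries of each state, of the unigenes that the paper measured by qRT-PCR. Digits mark the replicate number and the black line and bar the mean and SD of the 3 libraries: apart from *tre* and *sp*, D replicates 1 and 3 lie above all ND libraries while D replicate 2 lies near ND replicate 2.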

**Fig. 8:**
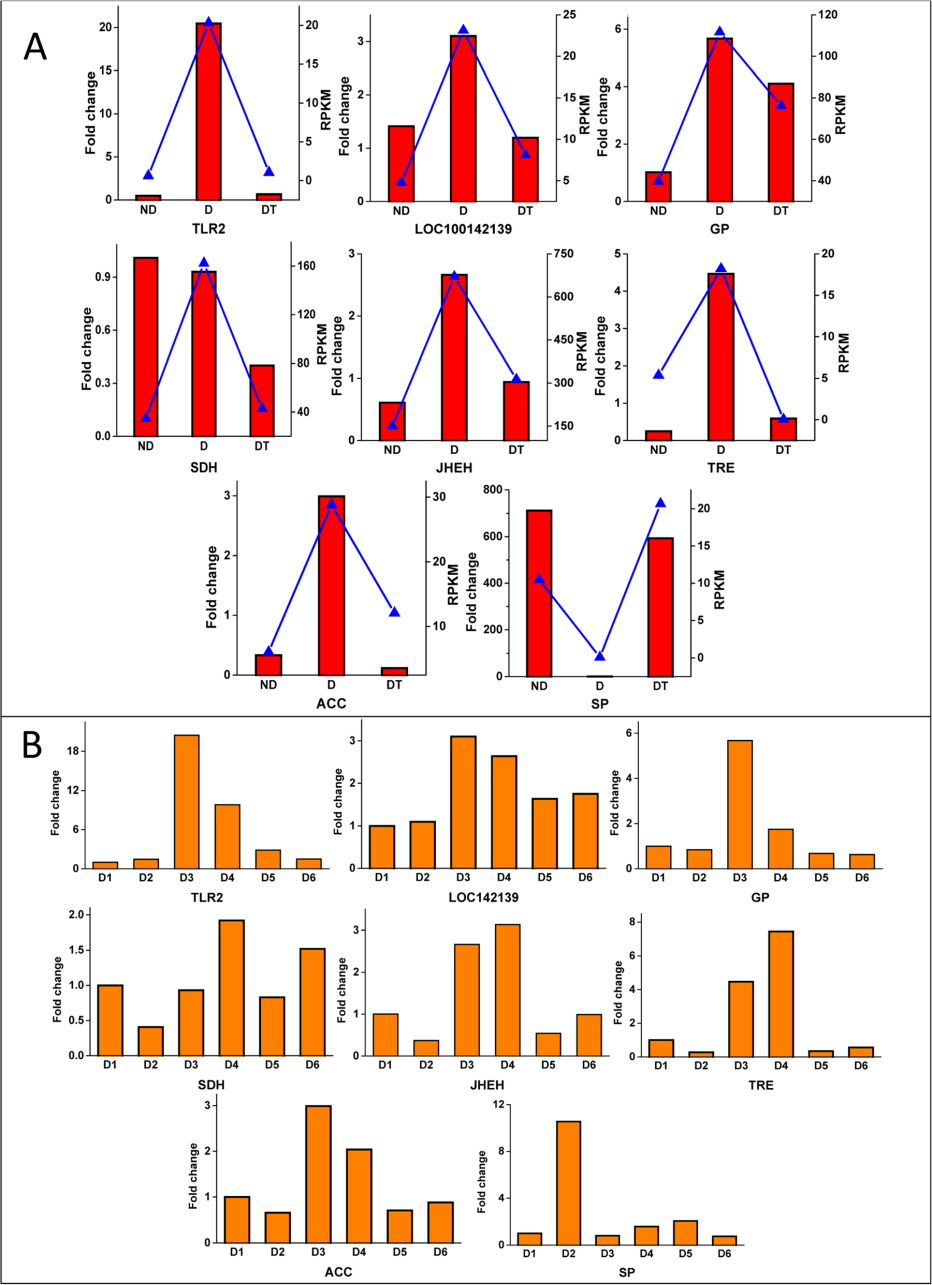
Validation of candidate differentially expressed genes. **a** Expression of differentially expressed genes compared between the qRT-PCR and the RNA-seq results in the three stages: non-diapause, diapause and diapause-terminated. The qRT-PCR results are shown in red, and the values are shown on the left y-axis; the RNA-seq results are shown with blue lines, and the values correspond to the right y-axis. **b** qRT-PCR validation of 6 treatments at diapause stages D1, D2, D3, D4, D5, and D6,correspondingto 10, 20, 30, 40, 50, and 60 days, respectively

## Discussion

Insect diapause may be triggered by various hostile environmental conditions, sudden changes in temperature or photoperiod, or shortage of food [11, 19]. Studies of the regulation of diapause have demonstrated that a number of genes are silent or uniquely expressed during the diapause period; for example, in *Sarcophaga crassipalpis*, *hsp*70 (heat shock protein) is uniquely expressed while *hsp*90 is lowly expressed at the diapause stage [59, 60]. These genes have been reported to be involved in the change of biochemical pathways, changes in metabolic products, energy production, and stress-tolerance enhancement. Usually, diapause is restricted to a specific stage, such as the larva or adult stage [19]. Although the characteristics and functions of a few diapause-associated genes vary with diapause stage, our study on the regulation diapause-associated genes in *C. septempunctata* L. might be useful for future studies of the molecular mechanisms in other species. However, because of the lack of information on gene functions and other characteristics, approximately 54.3 % unigenes were not annotated to any functional genes in our study; their functions will be addressed in our subsequent studies. The present study had some limitations. Although a low temperature is the key condition for inducing artificial diapause in ladybirds, differences in temperature among the diapause groups might have induced variation in developmental kinetics, which subsequently might have induced variation in gene expression. In addition, diapause-terminated females are 10 to 20 days older than are diapausing females because of the time required to break diapause and spawn following the presentation of specific external environmental stimuli: 10 to 20 days are required following the changes in temperature and photoperiod. Diapause is a process in which the stages of diapause, i.e., pre-diapause, diapause, and post-diapause, and the breaking of diapause occur chronologically; therefore, the studied diapause-terminated females were older than the diapausing females. The potential difference in gene expression due to this age difference cannot be eliminated from our experiment. To investigate whether the filtered genes are diapause-associated genes or are genes associated with other, age-related processes, more advanced biological techniques for functional analysis are needed.

### Diapause-associated genes identified by comparing among the three stages

We filtered 461 DEGs by comparing the D group to the ND and DT groups. Among these DEGs, 443 were up-regulated in diapause and were mostly involved in carbohydrate metabolism, amino acid metabolism, signal transduction, and lipid metabolism; carbohydrate metabolism was most commonly represented, with 44 DEGs involved (Fig. 7). Many genes were involved in different pathways. Seven diapause-associated genes with high differentially expression values were *tlr2, jhe, jheh, sdh, tre, fah* and *sp*. With the exception of *sp*, all of these genes were up-regulated during diapause. 

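The RPKM of *jhe* (Contig7594) was 10.2 ± 7.94 in ND, 47.8 ± 39.5 in D and 16.9 ± 3.40 in DT (mean ± SD, n = 3), a ratio of 4.67 to ND (Fisher FDR = 0.000191) and of 2.83 to DT (FDR = 0.0473). For *fah* (Contig14637), which encodes fumarylacetoacetase, it was 23.7 ± 17.2, 91.3 ± 50.0 and 41.3 ± 6.02, a ratio of 3.85 to ND (Fisher FDR = 1.15e-06) and of 2.21 to DT (FDR = 0.0169). With each library left out in turn, the ratio to ND ranged from 2.67 to 6.84 for *jhe* and from 2.72 to 5.18 for *fah*. The ratio to DT ranged from 1.61 to 3.94 and from 1.82 to 2.91. By its separate libraries, D could not be told apart from ND in *jhe* (exact permutation test, two-sided p = 0.3) or *fah* (exact p = 0.2), or from DT (exact p = 0.4 for each). D replicate 2 had 9.99 RPKM of *jhe* and 33.7 of *fah*, and ND replicate 2 had 12.6 and 31.1. Each limma adjusted p of D against ND was 0.338, and with the replicate number as a block it was 0.227 for *jhe* and 0.223 for *fah*. D was above ND of the same replicate number in 2 of 3 pairs for *jhe* and in 3 of 3 for *fah*, where 0.25 is the smallest exact p of a paired test. ND replicate 1, with most of its reads on unigenes mainly found there, had 1.38 RPKM of *jhe* and 4.09 of *fah*. These low values raised the ratios to ND and favoured D in that pair.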

Some of these genes have been not reported previously in insect diapause. For example, Toll-like receptors (TLRs) are key components of innate immunity and the activation of adaptive immunity [61]. *Contig 19695* was predicted to encode TLR2, and the expression level in D was up-regulated by more than 32-fold and 19-fold compared with ND and DT, respectively. 

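Contig19695 had an RPKM of 0.618 ± 0.669 in ND, 20.3 ± 17.1 in D and 1.05 ± 0.652 in DT (mean ± SD, n = 3), which gave a ratio of 32.9 to ND (Fisher FDR = 0.00228) and 19.4 to DT (FDR = 0.00447). The D replicates 1, 2 and 3 had 26.5, 1.01 and 33.5 RPKM from 266, 12 and 545 reads. In the ND replicates 0, 17 and 8 reads were counted and in the DT replicates 6, 22 and 13. D replicate 2 thus lay within the range of the ND libraries. The exact permutation test gave a two-sided p of 0.2 against ND and 0.3 against DT. It cannot decide here, because the smallest p it allows is 0.1. In limma the log2 change from ND to D was 3.02 (SE 0.92, adjusted p = 0.338), and with the replicate number as a block the adjusted p was 0.0665. D was above ND in 2 of 3 pairs with the same replicate number. With each library left out in turn, the ratio of D to ND ranged from 21.9 to 77.2.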

TLR2 is a membrane protein involved in several signal transduction pathways, such as the Toll-like receptor signaling pathway, and plays an important role in the immune surveillance of various organs in mammals and fish [62]. Fumarylacetoacetase (FAH, *Contig 14637* and Additional file 5) is the final and rate-limiting enzyme in tyrosine degradation. Tyrosine is a substrate for melanogenesis through tyrosine metabolism. In melanin cells, the conversion of tyrosine into dopa are catalyzed by tyrosinase, after which oxidation generates dopaquinone to enter the pathway of melanogenesis [63]. Further research on the function of FAH in insect diapause is needed.

Studies of diapause in other insects suggest that it is regulated and controlled by hormones [19]. *jheh* (*Contig 105*) and juvenile hormone esterase (*jhe*, *Contig 7594* and Additional file 5), the enzymes responsible for juvenile hormone (JH) metabolism, regulate the titer of JH in the hemolymph. 

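Contig105, annotated as juvenile hormone epoxide hydrolase (*jheh*), was expressed at 150.2 ± 109 RPKM in ND, 671 ± 427 in D and 313 ± 34.2 in DT (mean ± SD, n = 3). The D replicates 1, 2 and 3 had 1077, 226 and 710 RPKM. All of them were above the ND replicates, at 25.2, 222 and 204, although D replicate 2 exceeded ND replicate 2 by little (exact permutation test, two-sided p = 0.1, the smallest that the design allows). D and DT could not be told apart by the same exact test (p = 0.4), since D replicate 2 lay below the DT replicates. The mean RPKM of D was 4.46 times that of ND (Fisher FDR = 5.71e-61) and 2.14 times that of DT (FDR = 1.09e-18). In limma with the replicate number as a block, the adjusted p of D against ND was 0.179.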

Based on the results of the transcriptome analysis, we found that the expression value of *jheh* increased during diapause and decreased after diapause. Most studies of JH and diapause show that the absence of JH is the main factor controlling diapause without the corpora cardiaca-corpora allata (CC-CA) complex in insects [64]. Furthermore, the levels of JH III in the hemolymph of pre-diapause and diapause adults were revealed to be low compared to normal developmental adults under long-day photoperiod using JH titer determinations, and the activity correlation between JHE and JH was found to be negative in the Colorado potato beetle, *Leptinotarsa decemlineata* [65–67]. The up-regulation of JHEH and JHE may be due to the decline in JH *in vivo* during diapause in the adult blow fly *Protophormia terraenovae* [68]. 

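For sorbitol dehydrogenase (*sdh*, Contig2214), the RPKM was 34.9 ± 27.7 in ND, 162 ± 92.5 in D and 42.9 ± 9.96 in DT (mean ± SD, n = 3). Values of 192, 58.9 and 237 were found in the D replicates 1, 2 and 3, and ND replicate 2 had 59.8. The ratio of D to ND was 4.66 (Fisher FDR = 6.83e-15; exact permutation test of the libraries, two-sided p = 0.2) and that of D to DT was 3.79 (Fisher FDR = 6.74e-12; exact permutation p = 0.1). D was above ND in 2 of 3 pairs with the same replicate number, and the limma adjusted p with this number as a block was 0.158. ND replicate 1, with most of its reads on unigenes mainly found there, had 5.14 RPKM. This low value raised the ratio of D to ND and favoured D in that pair.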

We found that *sdh* (*Contig 2214*) expression in the D group was 4 times higher than that in ND and DT. In *Wyeomyia smithii*, the expression of SDH during larval diapause is high, and after diapause, its expression is reduced. Conversely, SDH is expressed at low levels in the silkworm *B. mori* during egg diapause and has been shown to play a key role in diapause termination [69]. These results indicate that changes in SDH expression are not consistent among different diapause types. TRE (*Contig16915*), a glycoside hydrolase enzyme, catalyzes the conversion of trehalose into glucose. In *C. septempunctata* L., it is expressed more during diapause than in the two other phases. 

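The RPKM of Contig16915 was 5.37 ± 6.68 in ND, 18.2 ± 31.5 in D and 0.0521 ± 0.0903 in DT (mean ± SD, n = 3). Nearly all of the D value came from D replicate 1, with 54.5 RPKM from 536 reads, while 1 read was counted in D replicate 2 and 0 in D replicate 3. The ND replicates 1, 2 and 3 had 46, 0 and 191 reads, and the DT replicates 0, 2 and 0. The ratio of D to ND was 3.39 (Fisher FDR = 0.248) and that of D to DT was 349 (FDR = 0.00100). The latter rests on the 2 reads of DT replicate 2. The libraries of D did not separate from those of ND (exact permutation test, two-sided p = 1) or DT (exact p = 0.7). Without D replicate 1 the ratio of D to ND was 0.00797 and that of D to DT was 0.822, and with RPKM rescaled by the median ratio the ratio of D to ND was 0.927. On the log2(RPKM + 1) scale, the limma change from ND to D was 0.01 (SE 1.24, adjusted p = 0.995).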

Many reports have indicated that in *B. mori*, trehalase activity in the ovaries is controlled by a diapause hormone during the diapause stage and that this hormone enhances the transcriptional activity of the trehalase gene in developing ovaries [70, 71]. According to the results of the DEGs, the number of genes that were down-regulated during diapause was significantly lower than the number of up-regulated genes in *C. septempunctata* L.. 

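Without a test, and on the log2(RPKM + 1) scale, 13069 unigenes were at least 2-fold higher and 5210 at least 2-fold lower in D than in ND, as a mean over the 3 libraries of each state. With the unigenes mainly found in ND replicate 1 removed, a setting chosen after seeing the data, 13069 were higher and 291 lower. Such unigenes can hardly be other than lower in D, so the removal took out falls only and the larger excess of rises is built in. With the library ND replicate 1 left out, the numbers were 5226 and 949. Rescaling RPKM by the median ratio multiplied ND replicate 1 by 7.51 and gave 1790 unigenes higher and 24288 lower in D among the 47217 that then had a mean of at least 1. Of these 24288, 20190 (83.1%) were unigenes mainly found in ND replicate 1.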

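Additional file 5 lists the serine protease unigene (*sp*) as Contig19351. Its RPKM was 10.5 ± 15.0 in ND, 0.0880 ± 0.116 in D and 20.7 ± 15.6 in DT (mean ± SD, n = 3). The D values came from 3, 0 and 1 reads in replicates 1, 2 and 3, the ND values from 72, 1 and 574 reads, and the DT values from 827, 157 and 245 reads. The ratio of ND to D was 119 (Fisher FDR = 0.0114) and that of DT to D was 235 (FDR = 1.23e-05). With so few reads in D these ratios were imprecise: with each library left out in turn they ranged from 21.1 to 465 and from 134 to 916. All DT libraries were above all D libraries (exact permutation test, two-sided p = 0.1), and ND did not separate from D by the exact test (p = 0.2). The limma log2 change from D to DT was 4.08 (SE 0.96, adjusted p = 1), and with the replicate number as a block the adjusted p was 0.00115. The block value rests on the shared standard error of 0.85 and leaves out the spread of *sp* itself between libraries. For D against ND the adjusted p with this block was 0.201. D was below ND and below DT in 3 of 3 pairs with the same replicate number, for which the smallest exact p is 0.25. A different unigene, Contig1935, had 27.6 ± 21.0 RPKM in ND, 34.9 ± 6.11 in D and 58.2 ± 13.9 in DT.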

SP (*Contig 1935*), an important hydrolytic and digestive enzyme in insects, was found to be down-regulated during diapause in *C. septempunctata* L., with the RPKM value during diapause being 100 times lower than that during the non-diapause stage and 500 times lower than that in the diapause-terminated stage. Trypsin and chymotrypsin-like serine protease, genes encoding two blood-digestive enzymes in the class of serine proteases, were down-regulated in diapause-destined females in the mosquito *C. pipiens*, suggesting that the expression of genes associated with the digestion of a blood meal has been shut down [72].

### Diapause-associated pathways

In *B. mori* and *S. crassipalpis*, the cell cycle is arrested during diapause [73]. Moreover, studies on cell cycle regulatory genes in the brain of *S. crassipalpis* during diapause have shown that cell nuclear antigen (*PCNA*) is expressed at very low levels. In contrast, during the non-diapause or diapause-terminated stage, the expression of *PCNA* is high. 

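Additional file 4 lists 15 cell cycle unigenes. From D to DT all 15 rose, by a median log2 change of 1.80, and every DT library had a higher median than every D library (exact permutation test of the library medians, two-sided p = 0.1, the smallest possible). Under the retraced rule 14 of them passed, with RPKM ratios of DT to D between 2.19 and 4.16 over the 15. The exception was Contig15924, one of the MCM6 unigenes (Fisher FDR = 0.0674). The unigenes were listed for this comparison, and both other comparisons share libraries with it. From ND to D their median log2 change was -0.04 (exact permutation p = 1), at percentile 0 of the random lists, whose own median was 1.15. On the log2(RPKM + 1) scale 6 unigenes were higher and 9 lower in D, while 14 had an RPKM ratio of D to ND below 1, and 0 of the 15 passed the rule. The paper does not name the cell cycle unigenes that it counts as lower in D than in ND, so the 15 do not test that count. From ND to DT all 15 rose, by a median log2 change of 1.47 (exact permutation p = 0.1) at percentile 95.3 of the random lists, which was 0.54 relative to the median of all unigenes and 0.0929 after rescaling by the median ratio. With each library left out in turn, the change from ND to D ranged from -0.98 to 0.47. Relative to the median of all 31239 unigenes it was -0.90, and -1.21 after rescaling by the median ratio. The median RPKM of the 15 unigenes was 4.68, 33.5 and 42.8 in ND replicates 1, 2 and 3, 8.17, 35.1 and 22.7 in D, and 50.3, 55.5 and 61.6 in DT. The cyclin A unigene Contig5055 had an RPKM of 130 ± 96.8 in ND, 86.6 ± 94.5 in D and 229 ± 11.9 in DT (mean ± SD, n = 3), with 10.5, 192 and 56.9 in the D replicates. The wee1-like protein kinase Contig8484 had 24.9 ± 17.9, 21.4 ± 12.7 and 50.8 ± 2.06 in ND, D and DT.

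**Figure D4:**
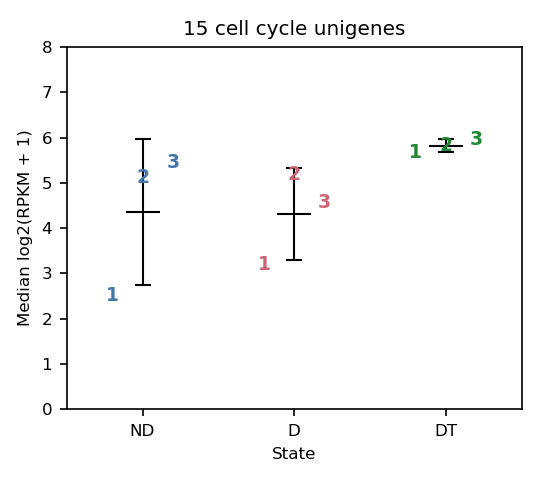
Median log2(RPKM + 1) of the 15 cell cycle unigenes in each library, by state, with digits for the replicate number and a black line and bar for the mean and SD of the 3 libraries. The DT libraries lie above all others, and D replicate 2 lies near ND replicates 2 and 3.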

Based on KEGG enrichment analysis of D vs. ND and DT vs. D, we showed that all seven DEGs were down-regulated in D compared with ND and that no DEGs were up-regulated in D. Furthermore, a total of 15 DEGs were annotated in the comparison of DT and D, including wee1-like protein kinase [EC:2.7.11.1], polo-like kinase 1 [EC:2.7.11.21], DNA replication licensing factor MCM6 [EC:3.6.4.12], cyclin A/B (CYCA/B), S-phase kinase-associated protein 1/2 (SKP1/2), cell division cycle 20 (CDY20), anaphase-promoting complex subunit 1 (APC1), and origin recognition complex subunit 5 (ORC5), all of which were up-regulated in DT (Additional file 4). Thus, cell cycle arrest might be a hallmark of ladybug diapause, although the specific phase was undefined in *C. septempunctata* L. The insulin signaling pathway has been the subject of much research in insect diapause. Studies on insulin signaling might be a unifying direction for diapause research. Work examining diapause in *Drosophila melanogaster* and the mosquito *C. pipiens* revealed that the insulin signaling pathway is involved in the regulation of the diapause phenotype. More recent studies have discussed the regulatory phenotype of diapause, including lifespan extension, stagnated reproduction, suppressed metabolism, and enhanced stress tolerance and fat accumulation. FOXO, a forkhead transcription regulatory factor, plays a key role in growth and development, metabolism, aging and immunity. For example, in *Drosophila*, activated dFOXO is involved in G1 cell cycle arrest [74]. In *C. pipiens*, research on the regulation of insulin signaling and FOXO indicates that under normal developmental conditions, insulin signaling prompts the synthesis of JH, thus stimulating the development of the ovaries. Concurrently, FOXO expression is restrained, leading to the suppression of fat accumulation. Conversely, during diapause, insulin signaling is suppressed, and the JH titer is down-regulated, leading to up-regulation of FOXO expression, promoting fat hypertrophy. Our results indicate that *Contig 13394* is annotated as forkhead box protein O3 (FOXO3), which is up-regulated during diapause compared with non-diapause and diapause-terminated stages (Additional file 1), whereas the FDR of *Contig 13394* was not within the limited range (≤0.05). 

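The RPKM of Contig13394 was 8.66 ± 6.32 in ND, 24.8 ± 13.1 in D and 15.8 ± 2.24 in DT (mean ± SD, n = 3). The ratio of D to ND was 2.86 (Fisher FDR = 0.281) and that of D to DT was 1.57 (FDR = 1), so neither comparison passed the FDR limit. In limma the log2 change from ND to D was 1.64 (SE 0.78, adjusted p = 0.343). D replicate 2 had 11.3 RPKM, below ND replicate 2 with 12.4. The libraries of D could not be told apart from those of ND (exact permutation test, two-sided p = 0.3) or DT (exact p = 0.4). With the replicate number as a block the limma adjusted p was 0.307, and D was above ND in 2 of 3 pairs with the same number. ND replicate 1, with most of its reads on unigenes mainly found there, had 1.37 RPKM. This low value raised the ratio of D to ND and favoured D in that pair.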

Therefore, the specific regulation of insulin signaling and FOXO in *C. septempunctata* L*.* during diapause must be determined through additional methods, such as RNA interference (RNAi), which will be the emphasis of future work on the molecular mechanisms of ladybug diapause*.*

## Conclusions

In this study, we presented a simple method for collecting and identifying experimental insects in diapause. In addition, we performed Illumina sequencing of *C. septempunctata* L*.* in different developmental stages, followed by read cleaning, *de novo* assembly and functional annotation, which yielded 82,820 unigenes, among which 37,872 were annotated. The most closely matched species was *T. castaneum* (10,655 unigenes), which suggests a close relationship between *C. septempunctata* L. and *T. castaneum*. Furthermore, we revealed that the type and expressed quantity of genes varied among the three different developmental stages based on pairwise comparisons. A total of 443 genes of interest were identified that had higher expression levels during diapause than during the other developmental stages. Additionally, many of these candidate genes were found to be involved in metabolism, signal transduction and hormonal control of development. Finally, we validated the transcriptome results via qRT-PCR for eight specific expressed genes. The change trends of these eight genes as identified through qRT-PCR were consistent with the RNA-seq analysis results, verifying the robustness of our results. These results increase our knowledge of the molecular biology of ladybug diapause and enhance our understanding of the molecular mechanisms of diapause.

## Methods

### Insects

*Coccinella septempunctata* L. were captured in the wheat fields of the Institute of Crop Sciences of the Chinese Academy of Agricultural Sciences and cultured in a climatic cabinet. The experimental insects were reared in plastic containers in the laboratory and fed soybean aphids daily. The insects undergo imaginal diapause; therefore, in the egg, larva and pupa stages, the rearing conditions were a temperature of 24 ± 1 °C, an RH of 70 ± 10 % and a 16:8-h light:dark (L:D) photoperiod [8, 34, 56]. Non-diapause female insects were also reared under these conditions and collected after their first oviposition. Female adults in diapause were reared at 18 ± 1 °C at an RH of 70 ± 10 % and a 10:14-h (L:D) photoperiod [56]. The experimental diapause insects were collected after 30 days. Diapause-terminated adults were transferred to another climatic cabinet with the 30-day diapause insects and reared under the same conditions as the non-diapause insects. After their first oviposition, the female insects were collected and stored at −80 °C. A Chinese patent is pending for the methods for diapause regulation and the storage and maintenance of *C. septempunctata* L. [75, 76].

### RNA preparation, cDNA library construction and RNA sequencing

Total RNA was extracted using TRIzol reagent (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions, and the RIN was assessed to inspect RNA integrity using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). The qualified total RNA was further purified with an RNeasy micro kit (Qiagen, Valencia, CA, USA) and an RNase-Free DNase Set (Qiagen, Valencia, CA, USA).

After the extraction of total RNA, oligo (dT) magnetic beads were used to isolate poly (A) mRNA, which can break mRNA into short fragments when fragmentation buffer is added. Employing these short fragments as a template, first-strand cDNA synthesis was performed using random hexamer primers, after which second-strand cDNA was synthesized in reactions including buffer, dNTPs, RNase H and DNA polymerase I. End repair of the adenylated 3’ ends was conducted on the cDNA fragments, and adapters were ligated following purification with a QIAquick PCR purification kit (Qiagen, Hilden, Germany); the fragments were then eluted with EB buffer. Suitable fragments were selected via agarose gel electrophoresis and amplified through PCR to generate the cDNA library. Finally, the concentration and size of the cDNA library was determined with a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, US) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). After quality inspection, sequencing was performed with the Illumina HiSeq 2500 system (Illumina, San Diego, CA, USA). Three biological replicates per treatment (non-diapause, diapause, diapause-terminated) were sequenced. The base period and mass fraction resulting from high–throughput sequencing were recorded in FASTQ format. The results of the quality evaluation of the sequencing data were excellent, with bases being distributed evenly; thus, we continued our analyses. Sequencing of the different developmental stages of ladybird adults produced raw reads.

### *De novo* transcriptome assembly and functional annotation

Raw reads were transformed from the original sequencing image data through base calling. The clean reads were filtered to remove reads with adaptors, low-quality reads (ratio of greater than 20 bases, less than 50 %), and reads showing an N ratio (unknown sequences) greater than 5 % using the FastX program (version 0.0.13) [77]. A pool of reads was formed by merging nine samples of sequencing data. *De novo* transcriptome assembly of the clean reads was performed using the scaffolding contig algorithm of CLC Genomics Workbench (version: 6.0.4) [78]. The parameters of the scaffolding contig algorithm were as follows: Word-size = 45 and minimum contig length ≥300. The final unigenes were synthesized through a second assembly, which was performed with the assembly program CAP3 EST. The final unigenes were then annotated by searching against the UniProt or Nr database using the BLASTX program [79]. We performed annotation through COG (Cluster of Orthologous Group of proteins), GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) mapping. The GO and KEGG classifications were performed using BLASTX and KAAS [80]. The expectation value (E-value) was less than 1 × 10^−5^. The COG functional categories were adopted from the rpstBlastn program based on comparison with unigenes in the CCD database. Blast2GO [81] was employed for GO functional categories according to the Gene Ontology terms molecular function, cellular component and biological process.

### Differential gene expression profiling of non-diapause, diapause and post-diapause stages

For the differential gene expression analysis, we obtained the genes with differentially expressed counts in different samples and performed GO functional analysis and KEGG pathway analysis of the differentially expressed (DE) genes. The RPKM (reads per kb per million reads) method [82] was used to calculate the expression counts of the unigenes. This method can eliminate the influence of expression levels due to differences in the lengths and amounts of sequences. The multiples of differential expression levels between different samples for a gene were calculated using the RPKM method. In addition, the RPKM of each sample as an internal standard was subjected to the Fisher test using the R language. Differentially expressed genes were identified using the Fisher test with FDR correction of the significance values. The DEGs were filtered with the following requirements: FDR ≤0.05,fold change ≥2. For pathway enrichment analysis, all of the differentially expressed genes were mapped to GO and KEGG pathway terms and the significantly enriched terms were filtered. For DEGs, GO enrichment analysis can determine the key biological functions and KEGG can determine the key biochemical metabolic pathways and signal transduction pathways.

### Quantitative real-time PCR (qRT-PCR) validation

Seven up-regulated genes and 1 down-regulated gene that were expressed during diapause were validated and quantified via real-time PCR, with three biological replicates and three technical replications. The total RNA was extracted with TRIzol reagent (Life Technologies, Carlsbad, CA, USA) for the different developmental stages (non-diapause, diapause and diapause-terminated). The diapause stage was divided into 6 phases, D1, D2, D3, D4, D5 and D6, representing diapause after 10, 20, 30, 40, 50, and 60 days, respectively. Then, 1 μg of RNA was employed for first-strand cDNA synthesis using the Prime ScriptII 1st Strand cDNA Synthesis Kit (Takara, Dalian, China) according to the manufacturer’s protocol. Real-time PCR was conducted using SYBR FAST qPCR Kit Master Mix (2×) Universal (KAPA Biosystems, Woburn, MA, USA) under the following conditions: 95 °C for 5 min, followed by 40 cycles of 95 °C for 30 s and 60 °C for 20 s. The melting curve was analyzed from 60 °C to 95 °C to detect nonspecific product amplification. The 18S-RNA gene of *C. septempunctata* L. was used as an internal gene. The primers used for real-time PCR are listed in Additional file 6. All of the data obtained through qRT-PCR were analyzed via the 2^-ΔΔCT^ method.

## Availability of supporting data

All Illumina data used in the present study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE75645.

## Additional files

Additional file 1:
**S1-Unigene expression.** (XLSX 4.86 mb) Additional file 2:
**S2-Gene Ontology classification.** (PDF 6.16 kb) Additional file 3:
**S3-Significantly enriched KEGG pathways in D vs. ND and DT vs. D.** (XLSX 16.6 kb) Additional file 4:
**S4-Differentially expressed genes involved in fatty acid biosynthesis and cell cycle pathways.** (XLSX 11.8 kb) Additional file 5:
**S5-Diapause-associated genes of interest.** (XLSX 12.0 kb) Additional file 6:
**S6-The primer of qRT-PCR.**

## Abbreviations

BLAST: Basic local alignment search tool
COG: Clusters of orthologous groups of proteins
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
ND: Non-diapause
D: Diapause
DT: Diapause-terminated
DEGs: Differentially expressed genes
qRT-PCR: Quantitative real-time polymerase chain reaction
RNA-Seq: RNA sequencing
FOXO: Forkhead box protein o
L: D: Light: dark
NGS: Next-generation sequencing technology
DG: Diapause-associated gene
ORF: Open reading frame
CDD: Conserved domain database
KAAS: KEGG automatic annotation server
FDR: False discovery rate
RPKM: Reads per kb per million reads
TLR: Toll-like receptor
FAH: Fumarylacetoacetase
JH: Juvenile hormone
JHE: Juvenile hormone esterase
SDH: Sorbitol dehydrogenase
GP: Glycogen phosphorylase
SP: Serine protease
JHEH: Juvenile hormone epoxide hydrolase
TRE: Trehalase
PCNA: Proliferating cell nuclear antigen
EST: Expressed sequence tag

How the deposited data were processed for this re-analysis (not part of the article)

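RNA of adult females was sequenced by the authors in 3 libraries for each of the states ND (non-diapause), D (in diapause) and DT (after diapause termination). The authors assembled the reads of all libraries into unigenes and deposited 1 list of RPKM values per state, with a column for each of the 3 replicates. RPKM is the number of reads on a unigene scaled by its length and by the mapped reads of the library. The values were not scaled further between libraries by the authors. The state and the replicate number of each library were taken from the labels and from the column headers of the lists, and the pairing of libraries by replicate number also comes from these headers.

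The lists held 82820 unigenes. Unigene lengths, the number of mapped reads of each library and the reads behind each value were worked back from the RPKM values, since RPKM multiplied by length is a whole multiple of 1 step in each library. This held for 100% of the values, but the lengths were chosen so that it would, so the share is no check of them. The lengths equalled the listed ones for 97.7% of the unigenes read from Additional file 1. The procedure was tested on simulated data, where it recovered 99.9% of the lengths. The mapped reads lay between 28081255 (D replicate 1) and 45440279 (D replicate 3) and summed to 339911722. One read on a unigene of 1 kb corresponds to between 0.0220 and 0.0356 RPKM, which is the smallest value the depth can show there. The worked-back reads were used for depths, for shares of reads and for the alternatives named after them.

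Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on log2(RPKM + 1). All 9 libraries were fitted in 1 model without a block, over the 31239 unigenes with a mean RPKM of at least 1, with Benjamini-Hochberg adjustment, an FDR of at most 0.05 and a change of at least 2-fold. The eBayes fit with a mean-variance trend was seen before the default fit was kept, and both are reported. The paper's rule was retraced, without being recovered in full, with a two-sided Fisher test on the mean RPKM of each state rounded to whole numbers, with the sums of the rounded values as totals, Benjamini-Hochberg adjustment over all unigenes, an FDR of at most 0.05 and an RPKM ratio of at least 2. Unigenes past this rule in the same direction in D against both ND and DT are those called diapause-associated. Named unigenes and the library medians of gene sets were compared with exact two-sided permutation tests, for which the smallest p with 3 libraries against 3 is 0.1. Median changes of gene sets and of unigenes grouped by the species of their best match were ranked among 10000 random lists of the same size, each unigene drawn from the 200 nearest in mean RPKM. Members of a set can vary together, which these lists do not allow for, so an extreme percentile can be overstated. The pairing by replicate number was compared with all 36 ways to number the replicates within states, a test chosen after seeing the data. Correlations between libraries were calculated across unigenes, which are not independent replicates. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all other steps.

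The limma test was tested on simulated data of 26289 unigenes with 200 of them changed 8-fold, with sampling noise and a spread of 30% between libraries. It called 200 of the 200 and 7 unchanged unigenes in libraries without an odd one, and 0 of the 200 when the simulated libraries included 1 like ND replicate 1 and 1 like D replicate 2. The Fisher rule called 83.5% of 200 changed unigenes and 0 unchanged ones. Its simulated values had sampling noise but no spread between libraries. The 0 therefore does not show how few false calls the rule makes on the real libraries.

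The alternatives were other pseudocounts, filters on low RPKM, scaling by the median ratio or the upper quartile, the replicate number as a block, worked-back reads in the Fisher test, other rounding, totals and adjustments, the UniProt in place of the Nr match, and each library left out in turn. Added after seeing the data were the mean-variance trend with and without the block, limma voom on worked-back reads, RPKM rounded up, sample quality weights, and the removal of unigenes with at least 90% of their summed RPKM in ND replicate 1. RPKM rounded up was tried with the paper's counts in view. The fit of sample quality weights did not converge and gave no result. A log scale without a pseudocount was not run, because values of 0 have no logarithm, and the planned count model was not run, because it was set only for deposited counts and the deposited values are RPKM.

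The unigenes named are all those that the paper names in its text or in Additional files 4 and 5, and for D against ND and DT against D those with the largest rises and falls on the log2(RPKM + 1) scale among unigenes with a mean RPKM of at least 1. This rule was set beforehand. The plan expected 1 value per state and named limma for the case of a value per replicate. A fit without both ND replicate 1 and D replicate 2 was run during exploration. It is reported only as 1 of the 9 fits that each left out 1 ND and 1 D library, a test of the spread chosen after seeing the data. Its unigenes are not taken as differences between states, because D replicate 2 had been singled out by its expression. The qRT-PCR values were not analysed here, pathway enrichment was examined only through the counts in Additional file 3, and no genome was used.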

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

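All tests in this part were chosen only after the result was seen, apart from the one that leaves out the most abundant unigenes.

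The library labelled ND replicate 1 put 86.0% of its reads on 24250 unigenes that the paper does not discuss as a group. They are defined by having at least 90% of their summed RPKM in that library. Their share of the reads was at most 0.177% in each of the other 8 libraries, which the definition itself keeps low. The non-diapause state would show in all ND libraries, but over the 31239 unigenes with a mean RPKM of at least 1 the r of ND replicate 1 with ND replicates 2 and 3 was at most 0.00574, while these 2 had an r of 0.931 with each other. Library size does not account for the pattern, because the 40254044 mapped reads of ND replicate 1 lie within the range of the other libraries. Another unit or a constant scaling in that column cannot be told apart by whether its values are whole reads. The 100% found there would also be found in a column multiplied by a single factor. A constant scaling of the column would leave the order of its unigenes unchanged, but its Spearman correlation with ND replicate 2 was 0.127. A few abundant unigenes that only diluted the others would likewise leave the order of those others largely unchanged. The lowest Spearman correlation among the pairs of the other 8 libraries was 0.757. Without the 100 most abundant unigenes of ND replicate 1, its correlation with ND replicate 2 was 0.132. Leaving out so few of 31239 unigenes could hardly move a rank correlation, so nothing is concluded from that value.

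A candidate explanation is reads from another organism. Among unigenes with an Nr match, 31.1% of those with at least 90% of their RPKM in ND replicate 1 matched insects, against 89.9% of the others, and by the UniProt match the shares were 8.37% and 86.6%. A failed library of the beetle would not keep the order of the beetle's own unigenes, but the 338 beetle-matched unigenes had a Spearman correlation of 0.892 between ND replicates 1 and 2, with a median log2 ratio of -2.91 in ND replicate 1 relative to ND replicates 2 and 3. The beetle RNA may thus be present in ND replicate 1 as a smaller part of the reads. A scaling of the column that differs between unigenes would generally leave values that are not whole reads at the listed lengths. The lengths worked back from all libraries, ND replicate 1 included, equalled the listed lengths for 97.7% of the unigenes read from Additional file 1. This argues against such a scaling for the unigenes listed there. Among the explanations tested, reads from another organism remain. Which organism it was, whether it lived in or on the insects, and whether it entered during library preparation were not tested, nor were GC content or a sequencing batch.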

How the results depend on the processing

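The alternatives in this part were set before the data were examined, except those said to have been chosen after seeing the data. The cause was not tested for any change given here, except where a value shows it.

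Of 384 comparisons of a named unigene with an alternative, 367 kept their direction and their side of the limma threshold, 8 came past the threshold and 9 were reversed. The reversed ones belong to Contig1935 and *tre*. The log2 change of Contig1935, D against ND, was -0.61 under the median ratio and ranged from -0.15 to 1.37 across the 6 fits that each left out a library. The log2 change of tre, D against ND, was -0.70 with a pseudocount of 0.1, -1.07 under the median ratio, -0.28 under the upper quartile and, chosen after seeing the data, -1.66 with voom on worked-back reads. It ranged from -1.90 to 1.00 with a library left out, and its change from D to DT from -2.89 to 0.0106.

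The limma test gave 0 unigenes in each comparison (4569, 787 and 1251 at an unadjusted p under 0.05 for D against ND, DT against D and DT against ND). With a mean RPKM of at least 5 it gave 97, 80 and 41 unigenes, and with the replicate number as a block 151, 105 and 61. Over all unigenes it gave 1 for DT against D and 1 for DT against ND, and under the median ratio also 1 and 1. The settings chosen after seeing the data gave 388, 176 and 157 with a block and a mean-variance trend, 26 and 3 for DT against D and DT against ND with the trend alone, and 41 and 1 for these comparisons without the unigenes of ND replicate 1. Across the fits that each left out a library, the numbers ranged from 0 to 24 (D against ND), 0 to 52 (DT against D) and 0 to 1 (DT against ND). Sample quality weights could not be fitted, a log scale without a pseudocount was not run, and the planned count model was set only for deposited counts and was not run on RPKM.

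Under the retraced rule the Fisher test on worked-back reads gave 30567 unigenes higher and 28461 lower in D than in ND, 4353 higher and 16574 lower in DT than in D, 21965 higher and 29477 lower in DT than in ND, and 13737 higher and 711 lower in D than in both. Under the median ratio 5414 were lower in D than in ND, 5112 of them unigenes mainly found in ND replicate 1, 418 higher and 395 lower in DT than in D, 492 higher and 4872 lower in DT than in ND, and 300 higher and 114 lower in D than in both. Benjamini-Yekutieli adjustment gave 1149 lower in D than in ND, and 692 higher and 965 lower in DT than in ND. Adjustment over unigenes with a mean RPKM of at least 1 gave 2018 higher in DT than in ND. By fold change alone, 4894 were higher and 1133 lower in D than in both. Without the unigenes of ND replicate 1, chosen after seeing the data, 1181 were higher and 99 lower in D than in ND, and 307 higher and 87 lower in DT than in ND.

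With a library left out in turn, the unigenes past the rule ranged from 1256 to 3356 (higher) and 201 to 3030 (lower) for D against ND, from 269 to 1575 and 255 to 1449 for DT against D, and from 202 to 4270 and 80 to 3024 for DT against ND. Those higher in D than in both ranged from 231 to 1395 and those lower from 3 to 368.

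The RPKM ratio of ND to D of *sp* was 334 under the median ratio, 56.2 with a pseudocount of 0.1 and 10.5 with a pseudocount of 1. With a library left out it ranged from 21.1 to 465. That of DT to D was 19.9 with a pseudocount of 1 and ranged from 134 to 916. With 3, 0 and 1 reads of *sp* in the D libraries, the depth limits both ratios. The ratio of D to ND of *tre* was 0.927 under the median ratio and ranged from 0.00797 to 11.2 with a library left out. Its ratio of D to DT ranged from 0.822 to 524 over 5 fits, since without DT replicate 2 no DT read was left. The ratio of D to ND of *tlr2* was 13.2 with a pseudocount of 1 and ranged from 21.9 to 77.2 with a library left out.

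The median of all 31239 unigenes rose by 0.86 (log2) from ND to D as deposited, changed by -0.16 under the median ratio, 0.55 under the upper quartile and 0.23 without ND replicate 1. From ND to DT it changed by 0.93, -0.01, 0.50 and 0.34. Relative to it, the fatty acid unigenes changed by 1.26, 0.97, 1.14 and 0.90 from ND to D, and by -0.40, -0.62, -0.52 and -0.72 from ND to DT. The cell cycle unigenes changed by -0.90, -1.21, -1.04 and -1.21 from ND to D, and by 0.54, 0.10, 0.29 and 0.20 from ND to DT. Not taken relative to it, the change of the fatty acid unigenes from ND to DT was -0.62 under the median ratio and -0.0190 under the upper quartile, with a range of -0.38 to 1.12 with a library left out. That of the cell cycle unigenes was 0.0929 under the median ratio. With a library left out, the cell cycle unigenes ranged from -0.98 to 0.47 from ND to D and from 1.01 to 2.21 from D to DT.

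The share of unigenes higher in D than in both other states was 21.2% under the median ratio and the share lower was 34.3%, among the 47217 unigenes that then had a mean of at least 1. With a library left out these shares ranged from 38.1% to 49.9% and from 7.87% to 22.9%.

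By species of the best match, the median log2 change from ND to D under the median ratio was -0.17 for beetles, -0.21 for aphids, -0.0601 for other insects and -0.0334 for unigenes without a match. Over all unigenes above 0 it was 0.0914 for aphids, 0.20 for other insects and 0.13 without a match, and with a pseudocount of 0.1 it was 1.33 without a match. From D to DT, beetles changed by 0.00855 under the upper quartile and by 0.0359 over all unigenes above 0. With a pseudocount of 0.1, aphids changed by -0.81 and species other than insects by -0.0663, and other insects changed by 0.0809 by the UniProt match. With a library left out, the change from ND to D ranged from 0.0703 to 0.85 for aphids, 0.28 to 1.17 for other insects and -1.97 to 0.0172 for species other than insects. From D to DT it ranged from 0.0471 to 0.24 for beetles, -0.0537 to 0.0153 for other insects and -0.0226 to 0.00702 for species other than insects.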

Differences from the paper's values

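No test of a cause was run for the differences in this part.

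The paper's number of unigenes lower in D than in ND is about 3700 in Fig. 6, read by eye, against 1899 under the retraced rule. Of the alternatives set before the data were examined, the median ratio gave 5414. The fits without ND replicate 2 and without ND replicate 3 gave 3030 and 2961. The others gave at most 2273, apart from 28461 with worked-back reads. The paper's text gives 1376 for the same comparison, so its text and its Fig. 6 differ from each other. The value of 1899 is above the text's number. A library total of 1000000 gave 1433, and RPKM rounded up, a setting chosen after seeing the values and the paper's counts, gave 1522.

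For unigenes lower in D than in both ND and DT, the paper's number is 18 and the retraced rule gave 31. A library total of 1000000 gave 26, Benjamini-Yekutieli adjustment 21 and the fits without D replicate 1 and without D replicate 3 gave 21 and 25. Of the other alternatives set before the data were examined, the fit without ND replicate 3 gave 3 and the rest at least 30. For unigenes higher in D than in both, the paper's number is 443 and the retraced rule gave 634. Benjamini-Yekutieli adjustment gave 456. The paper's numbers cover annotated unigenes and the values here cover all unigenes.

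The paper's RPKM ratio of DT to D of *sp* is 500, against 235 here. The alternatives set before the data were examined gave between 19.9 and 302, apart from 916 without D replicate 1. All 105 state values of the 35 unigenes in Additional files 4 and 5 were equal to the mean of the 3 libraries.

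The paper's text gives Contig1935 as the serine protease that falls in diapause. Its RPKM was 27.6 in ND and 34.9 in D, and Additional file 5 lists Contig19351 instead. The paper states that most genes were silent in diapause. A mean RPKM below 1 was found for 64.7% of the unigenes in D, 59.4% in ND and 69.2% in DT. Of the unigenes with a mean RPKM of at least 1, 42.5% were higher in D than in both other states and 12.7% lower, and under the median ratio these shares were 21.2% and 34.3% of the 47217 unigenes that then had such a mean. The paper finds fewer unigenes lower than higher in diapause, and the retraced rule gave the same order with 2237 higher and 1899 lower. Under the median ratio it gave 2294 higher and 5414 lower, and 5112 of the latter were unigenes mainly found in ND replicate 1, which leaves 302. By their definition such unigenes add to the falls, and 0 of the 2294 were among them. The paper gives higher expression of *tre* in diapause, whereas 1 of the 3 D libraries held nearly all of its reads and the limma log2 change from ND to D was 0.01. In the paper's Fig. 8a, the qRT-PCR bar of *sdh* is slightly lower in D than in ND, while the RPKM was 162 in D and 34.9 in ND. The paper lists Contig15924 as differing between DT and D, and it counts *tre*, *acc*, *LOC100142139* and *gp* among the genes that differed in D from both other states. The retraced rule does not pass Contig15924 (Fisher FDR = 0.0674), *tre* against ND (FDR = 0.248), or *acc* (FDR = 0.577), *LOC100142139* (FDR = 0.453) and *gp* (FDR = 1) against DT. The paper's text names subunit 1 of the anaphase-promoting complex and Additional file 4 names subunit 2.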

Other observations

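The tests of a library deposited or an RNA sample prepared more than once, of other ways to number the replicates, of insects not in diapause, of the limma result without ND replicate 1, D replicate 2 or both, and of the aphid-matched unigenes were chosen only after the result was seen.

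The library labelled D replicate 2 lay closer to ND replicate 2 than to the other D libraries. A single library deposited under both labels would differ by sampling noise only, as simulated draws of 1 library did at 0.976 times the noise, but the pair differed by 1.76 times. Simulated draws with a spread of 30% added to 1 of the 2 differed by 2.37 times, so 1 RNA sample prepared more than once could not be told apart from separate samples. The next lowest pair, D replicate 2 with DT replicate 2, differed by 3.72 times. On the 1634 unigenes that separate D replicates 1 and 3 from ND replicate 3 by at least 4-fold, with ND replicate 3 at 0 and these D libraries at 1, D replicate 2 had a median position of 0.219, ND replicate 2 of 0.193 and the DT libraries of 0.313, 0.363 and 0.197. Because these unigenes were chosen to separate the other libraries, a position below 1 was favoured, and a mislabelled or mixed sample could not be told apart from insects that were not in diapause. For 0 of the 9 fatty acid unigenes was D replicate 2 nearer to the other D libraries than to ND replicate 2, which both explanations would give. A batch shared by libraries with the same replicate number could not be told apart either. Without the pair itself, the deviations of same-numbered libraries from their state means had a mean correlation of 0.105, and 1 of the 36 ways to number the replicates within states, the real one, had a mean over all 9 pairs as large as its own. An RNA sample prepared more than once, a mislabelled or mixed sample, insects not in diapause and a batch by replicate number all remain.

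Of the unigenes lower in D than in ND under the retraced rule, 96.1% had at least 90% of their summed RPKM in ND replicate 1, and 2.26% were higher in all ND libraries than in all D libraries. Most of these calls therefore do not show the separation of libraries that the diapause state would give. Reads from another organism in ND replicate 1 remain as a candidate explanation, which is a hypothesis.

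The limma test gave 0 unigenes for D against ND, with 4569 at an unadjusted p under 0.05. Without ND replicate 1 it gave 0 (2881 at an unadjusted p under 0.05), and without D replicate 2 it gave 24, so neither library alone accounts for the low number. The model matters too, since with all 9 libraries kept the replicate number as a block gave 151 unigenes and a mean RPKM of at least 5 gave 97. Whether 3 libraries per state are too few was not settled by simulation. In simulated libraries with a spread of 30%, 100% of the unigenes changed 8-fold were called, but the deposited libraries can spread more widely. D replicates 1 and 3 differed by 10.4 times the sampling noise, and simulated draws with that spread in 1 of 2 differed by 2.37 times. With 1 library like ND replicate 1 and 1 like D replicate 2 among the simulated ones, 0 of 200 were called. A candidate explanation is that both libraries together widened the spread. Of the 9 fits that each left out 1 ND and 1 D library, the one without both gave 5824 unigenes, those without D replicate 2 and ND replicate 2 or 3 gave 15 and 18, and the other 6 gave 0 (between 793 and 3697 at an unadjusted p under 0.05). The 5824 are not taken as differences between D and ND, because D replicate 2 was singled out by its distance from the other D libraries, and leaving it out favours a higher number.

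Other splits of the 6 libraries into 3 and 3 were compared with the real one where they part all 3 same-numbered pairs, which 4 of the 10 splits do, the real one included. A share under 0.05 cannot be reached with 4 splits. In limma, 4 of 4 splits gave as many unigenes as the real one for D against ND, 4 of 4 for DT against D and 4 of 4 for DT against ND, since all gave 0. At an unadjusted p under 0.05, D against ND had 4569 unigenes and the other 3 splits had 164, 3628 and 252. DT against D had 787, fewer than 1 of the other 3 splits, which had 114, 950 and 93. DT against ND had 1251, and its other 3 splits had 445, 280 and 208. Under the retraced rule, 2 of 4 splits gave as many unigenes for D against ND, 1 of 4 for DT against D and 1 of 4 for DT against ND. For D against ND, the split that exchanges ND replicate 2 and D replicate 2 gave 4137 unigenes and the real one 4136. The remaining 6 splits part only 1 same-numbered pair. Among them, the split of ND replicate 1 with D replicates 1 and 3 against the rest gave 60 unigenes in limma.

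Of the pathways that Additional file 3 lists for D against ND, 22 of 74 held a smaller share of changed unigenes than the background of 9.83%, as did 2 of 19 for DT against D with a background of 2.93%. A candidate explanation is a test that counts both directions. Over the 74 pathways the two-sided hypergeometric p ranked them as the paper's FDR does with a Spearman correlation of 0.994, against 0.586 for the upper tail.

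Aphids were the food of the insects, and less aphid RNA in D would lower the aphid-matched unigenes. Their median change from ND to D was 0.60, at percentile 39.9 of the random lists, with only 13 unigenes. It was 0.0703 without ND replicate 1, -0.21 under the median ratio and 0.0914 over all unigenes above 0, each below the change of the beetle-matched unigenes under the same setting (0.99 as deposited, then 0.22, -0.17 and 0.88). From D to DT, where less aphid RNA in D would give a rise, the aphid-matched unigenes changed by -0.36, at percentile 8.8 of the random lists. With a library left out this change ranged from -0.610 to -0.172. With so few unigenes, less aphid RNA in D could not be told apart from no change.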
